# *Gatad2b*, associated with the neurodevelopmental syndrome GAND, plays a critical role in neurodevelopment and cortical patterning

**DOI:** 10.1038/s41398-023-02678-x

**Published:** 2024-01-18

**Authors:** Clemer Abad, Maria C. Robayo, Maria del Mar Muñiz-Moreno, Maria T. Bernardi, Maria G. Otero, Christina Kosanovic, Anthony J. Griswold, Tyler Mark Pierson, Katherina Walz, Juan I. Young

**Keywords:** Epigenetics and behaviour, Molecular neuroscience

## Abstract

*GATAD2B* (GATA zinc finger domain containing 2B) variants are associated with the neurodevelopmental syndrome GAND, characterized by intellectual disability (ID), infantile hypotonia, apraxia of speech, epilepsy, macrocephaly and distinct facial features. *GATAD2B* encodes for a subunit of the Nucleosome Remodeling and Histone Deacetylase (NuRD) complex. NuRD controls transcriptional programs critical for proper neurodevelopment by coupling histone deacetylase with ATP-dependent chromatin remodeling activity. To study mechanisms of pathogenesis for GAND, we characterized a mouse model harboring an inactivating mutation in *Gatad2b*. Homozygous *Gatad2b* mutants die perinatally, while haploinsufficient *Gatad2b* mice exhibit behavioral abnormalities resembling the clinical features of GAND patients. We also observed abnormal cortical patterning, and cellular proportions and cell-specific alterations in the developmental transcriptome in these mice. scRNAseq of embryonic cortex indicated misexpression of genes key for corticogenesis and associated with neurodevelopmental syndromes such as *Bcl11b*, *Nfia* and *H3f3b* and *Sox5*. These data suggest a crucial role for *Gatad2b* in brain development.

## Introduction

Neurodevelopmental disorders (NDDs), affecting brain development and function are estimated to affect ∼2–5% of children (Deciphering Developmental Disorders Study [1]). Genetic research has identified a large number of genetic mutations associated with NDDs. In spite of the genetic heterogeneity underlying the wide clinical spectrum of NDDs, there is a significant convergence of genetic pathways involving chromatin remodeling [2–4]. Chromatin remodeling complexes are central to the transcriptional control of cells, regulating the local chromatin state, yielding either transcriptional activation or repression. Understanding how mutations in chromatin remodeling genes affect transcriptional regulation during brain development may reveal developmental and cellular mechanisms driving NDDs and help identify the therapeutic targets.

Recently, mutations in *GATAD2B* were identified in patients with GAND (*GATAD2B*-associated neurodevelopmental disorder), a NDD characterized by intellectual disability (ID), infantile hypotonia, apraxia of speech, epilepsy. These cortical issues are associated with strabismus, macrocephaly (without megalencephaly) and characteristic facial features [5–8]. *GATAD2B* (initially called p66β) is a member of NuRD (Nucleosome Remodeling and histone Deacetylation), a multi-subunit chromatin-remodeling complex that contains at least two enzymatic functions: ATP-dependent chromatin remodeling and histone deacetylation. Chromatin remodeling activity is provided by either CHD3, CHD4 or CHD5 and histone deacetylase by HDAC1 or HDAC2. Other core constituents of NuRD include methyl-CpG-binding domain (MBD) containing proteins MBD2/3, histone chaperones RbAp46/48, DNA-binding proteins MTA1/2/3 and GATAD2B or its paralog GATAD2A [9, 10]. NuRD complexes have been implicated in regulating gene transcription, genome stability and DNA repair [11–14], as well as controlling events related to cell cycle progression, stem cell differentiation, and cerebral corticogenesis [15, 16].The CHD paralogs are sequentially expressed in different cell types during corticogenesis and were reported to play individualized roles in regulating the proliferation of progenitors (CHD4), neuronal migration (CHD5) and cortical layer specification (CHD3) [7, 17]. Depletion of the NuRD complex in postmitotic neurons impairs synapse development [18], consistent with altered synapse development in flies with neuronal knockdown of the fly GATAD2A/B single orthologue [19]. Further, previous work evaluating mice with *Mbd3* deletion (Mbd3 -/-) showed early embryological demise, while conditional Mbd3 null mice had defects in neurogenesis, a reduction in cortical thickness, and neonatal lethality [20, 21]. These findings are consistent with the identification of genetic variation in NuRD subunits, including *CHD3*, *CHD4*, *CHD5*, *GATAD2A*, and *GATAD2B* in neurodevelopmental disorders such as ID, autism spectrum disorders, schizophrenia and global developmental delay [22, 23].

GATAD2B, is one of the least studied members of the NuRD complex, and therefore its relevance to brain development and physiology, although evidenced by the association with GAND, is still largely unknown. The majority of *GATAD2B* mutations associated with GAND are predicted to be loss of function, suggesting that this syndrome involves haploinsufficiency of GATAD2B. To study pathogenesis mechanisms associated with *GATAD2B* haploinsufficiency and delineate GATAD2B functions, we characterized a mouse model harboring an inactivating mutation in *Gatad2b*. Mice with mutant *Gatad2b* exhibited behavioral and learning abnormalities resembling the human phenotype. These mice also had abnormal cortical development and gene expression indicating the intellectual disability associated with *GATAD2B* mutations results from abnormal epigenetic transcriptional regulation of corticogenesis.

## Materials and methods

### Animals

*Gatad2b*^tm1a(EUCOMM)Hmgu^, MGI:4434913, hereafter *Gatad2b*^stop^ were obtained from the European Mouse Mutant Archive EMMA. The colony was expanded at the University of Miami. The genetic background of the mice was C57BL/6N-A^tm1Brd^. Since *Gatad2b*^stop/+^ dams were not good mothers, litters derived from *Gatad2b*^+/+^ males x *Gatad2b*^stop/+^ were nursed by wild type foster females. At weaning age animals were housed 2-4 per cage in a room with a 12-hour light/dark cycle with access to food and water *ad libitum*. For behavioral and histological studies, animals from each genotype were randomly selected. All procedures were approved by the University of Miami Institutional Animal Care and followed the NIH Guidelines, “Using Animals in Intramural Research”.

### *Gatad2b* mRNA expression

Quantitative PCR was used to assess the expression level of *Gatad2b* in brain of day 1 old mice. RNA was isolated from the homogenized brain tissue using TRIzol (Invitrogen). Five hundred nanogram of RNA were used to synthetize cDNA using qScript XLT Supermix kit (Quanta) following the manufacturer’s protocol. Quantitative real time RT-PCR (RT-qPCR) was performed on an Applied Biosystems QuantStudio 12 K Flex using SYBR Green (Applied Biosystems). The primers used for detecting *Gatad2b* transcript were forward 5’ -AGGCCTCATGGAGACAACAA- 3’ and reverse 5’ –GTTAGCCTTCCTCGGTCTGG- 3’. Results were normalized against Gapdh (5’ -CAACTTTGTCAAGCTCATTTCCTG- 3’ and reverse 5’– TCAGTGTCCTTGCTGGGGTG- 3’). All reactions were performed in triplicate with the following amplification protocol: 10 min at 95 °C, and 40 cycles of 10 s at 95 °C, 30 s at 58 °C, and 30 s at 72 °C. The relative expression level of *Gatad2b* in the brain was calculated with the ΔCt method using a Gapdh as a housekeeping gene. Figure 1B contains data from a single experiment with 1 or 2 animals per time point (sex of embryos was not determined, postnatal mice were males). Figure 2A contains data from two experiments with 4 animals per genotype.

**Fig. 1:**
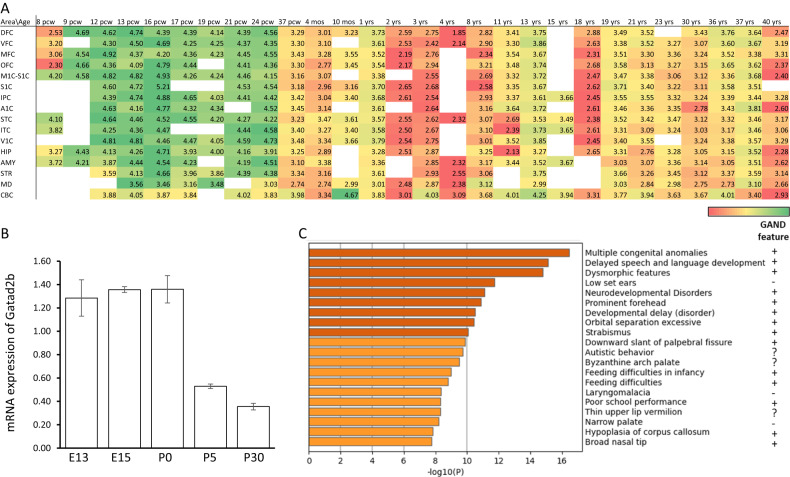
Developmental expression of *GATAD2B* and gene enrichment analysis suggest GATAD2B has a critical neurodevelopmental role. **A** Expression level of human *GATAD2B* measured in RPKM (reads per kilobase of exon model per million mapped reads) from postmortem human brain specimens at indicated developmental stages profiled by RNA sequencing (RNA-Seq) and exon microarray hybridization. Data extracted from BrainSpan Atlas of the Developing Human Brain (http://brainspan.org.) (Allen Institute for Brain Science et al. 2023). DFC dorsolateral prefrontal cortex, VFC ventrolateral prefrontal cortex, MFC medial prefrontal cortex, OFC orbital prefrontal cortex, M1C: primary motor cortex, S1C: primary somatosensory cortex, IPC posteroinferior parietal cortex, A1C primary auditory cortex, STC superior temporal cortex, ITC inferior temporal cortex, V1C primary visual (occipital) cortex, HIP: hippocampus, AMY amygdaloid complex, STR Striatum, MD mediodorsal nucleus of thalamus, CBC cerebellar cortex, pcw postconception weeks. White rectangles: no data. **B** Expression of mouse *Gatad2b* by qRT-PCR at indicated time points during development. **C** DisGeNET enrichment analysis. Phenotypic features reported as present in GAND are marked with a plus sign, question marks denote uncertainty.

**Fig. 2:**
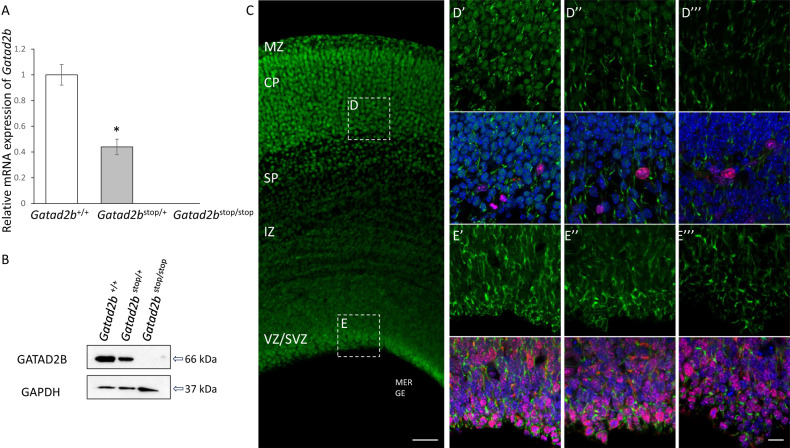
*Gatad2b*^*stop/+*^ mice are haploinsufficient. **A** Expression of *Gatad2b* mRNA as determined by qRT-PCR in brains of 1day old mice (*n* = 4 of each genotype, *p < 0.05). **B** Western blot for the detection of Gatad2b in cerebellum samples from WT (*Gatad2b*^*+/+*^), heterozygous (*Gatad2b*^*stop/+*^) and homozygous (*Gatad2b*^*stop/stop*^) mice. **C** Immunostaining for Gatad2b in 40 μm sections derived from *Gatad2b*^+/+^ E16.5 brain. Scale bar: 60 μm. Boxes **D** and **E** depict the CP and VZ/SVZ areas shown in **D’**, **E”’**, where immunostaining for Gatad2b (green) and Ki67 (red) is shown for *Gatad2b*^+/+^ (**D’**, **E’**), *Gatad2b*^*stop/+*^ (**D”**, **E”**) and *Gatad2b*^*stop/stop*^ (**D”’**, **E”**’) E 16.5 brain samples. DAPI (blue) was used as DNA marker to identify nuclei and showed merged with Gatad2b (green) and KI67 (red). Scale bar: 15 μm MZ marginal zone, CP cortical plate, SP subplate, IZ intermediate zone, VZ/SVZ ventricular zone and subventricular zone.

### Western blot

The complete cerebellum of E18 embryos was homogenized in RIPA buffer in the presence of protease inhibitors. Samples were then centrifuged at 14,400 rpm for 30 minutes at 4 °C. Proteins were resolved using precast SDS/PAGE gels (Invitrogen, Carlsbad, CA) under reducing conditions and transferred to a nitrocellulose membrane using the Turbo-trans Blot system (Biorad, USA). The membrane was incubated in 5% BSA for 1.5 hr and incubated overnight at 4 °C in primary antibody diluted 1:1000 (anti-Gatad2b (A301-2882A, Bethyl), in TBST (TBS+Tween 0.5%). Blots were washed with TBST and incubated in HRP-conjugated Goat secondary antibodies (1:3000) for 1.5 hr at room temperature. On termination of antibody reactions, blots were washed three times with TBST and developed and visualized using west pico super-signal ECL substrate (Pierce, Thermo, USA) and FluorChemE (ProteinSimple, USA), respectively. Stripping Buffer (Thermo Fisher Scientific, USA) was used to wash off bands, then blocked for 1 h and incubating the same membrane with primary antibody Gapdh (Cell Signaling Technology, USA); then incubated with HRP-conjugated secondary antibody goat anti-rabbit (Cell Signaling Technology, USA). Figure 2B contains data from a single western blot on cell extracts from one cerebellum per genotype.

### Immunofluorescence analysis

The brains were dissected and immediately fixed in 4% of paraformaldehyde (PFA) at 4 °C overnight. After fixation, the brains were rinsed with cold PBS and stored at 4 °C until further analysis. Coronal sections were obtained using a vibratome (Leica biosystems) and permeabilized with 0.3% Triton X-100 and blocked in 5% BSA for one hour at room temperature, followed by overnight incubation at 4 °C with primary antibodies. A rabbit anti-Gatad2b (A301-2882A, Bethyl), mouse anti-Satb2 (ab32036, Abcam), rat anti-Ctip2 (ab18465, Abcam), rabbit anti-Tbr1 (ab31940, Abcam), mouse anti-2H3 (2H3-s, DSHB), mouse anti-Tuj1 (201201, Biolegend), mouse anti-NeuN (MAB377, Millipore Sigma) and rabbit anti-GFAP (ab7260, Abcam) were utilized as a primary antibody for *Gatad2b*^*+/+*^, *Gatad2b*^*stop/+*^ and *Gatad2*^*stop/stop*^ mice. Sections were washed with PBS, and respective secondary antibodies were applied. DAPI (Calbiochem) was used to counterstain nuclear DNA. Specimens were washed with PBS and mounted in fluorescence mounting medium (Dako). Images were taken using a Zeiss LSM710 confocal microscope. Figure 2C shows representative data from an experiment performed two times with a minimum of two independent embryos (sex undetermined) of each genotype. Figure 3 shows representative data from two experiments that included 3 embryos (sex undetermined) of each genotype. To estimate the number of callosal axons (Fig. 5), we quantified the area covered by the anti-filament (2H3) signal in coronal sections in a space of 200 × 200 μm placed on immunostaining images in the cingulate cortex. For each genotype, at least two embryonic brains (undetermined sex) were analyzed.

**Fig. 3:**
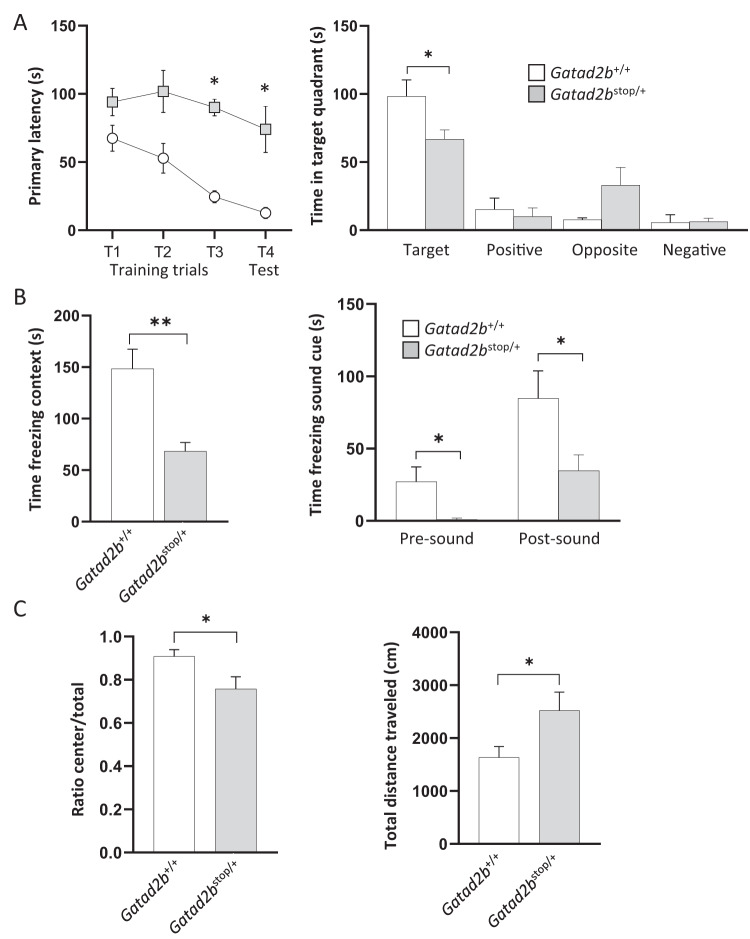
*Gatad2b* haploinsufficient mice exhibit behavioral abnormalities. **A** Spatial learning and memory was assessed by the Barnes maze task at 3 months of age. The time taken to identify the target hole (primary latency) is shown in the left panel for both the training phase as well as for the probe test day in which the escape box was removed. The distribution of time during the probe test, performed 1 day after the last training session, is shown in the right panel. Two-way repeated measures ANOVA showed main effects of day (F3,20 = 46.43, *P* < 0.0001) and genotype (F1,20 = 8.3, *P* = 0.0148), indicating that *Gatad2b*^stop/+^ mice performed worse than the wild type at finding the target hole across the acquisition phase. In the probe test, *Gatad2b*^stop/+^ exhibited differences in exploratory activity. *p < 0.05, *post hoc* comparisons using Tukey test. **B** Learning and memory of contextual fear was assessed by fear conditioning. Left: Contextual test: freezing responses on the contextual testing 24 h after conditioning. There was significantly less freezing in *Gatad2b*^stop/+^ mice during contextual testing (**p < 0.01, unpaired Student’s t-test). Right: Cued test: freezing responses on the cued testing. There was significant difference between WT and *Gatad2b*^stop/+^ mice in cued conditioning during pre-tone and tone (*p < 0.05, unpaired Student’s t-test). **C** Activity levels were measured in the open field test. Left: analysis of the ratio of distance traveled in the center of the open field to total distance traveled suggest abnormal anxiety-related responses in *Gatad2b*^stop/+^ mice (*<p0.05, unpaired Student’s t-test). Right: total distance traveled showed novel environment-induced hyperactivity in *Gatad2b*^stop/+^ mice (*p < 0.05, unpaired Student’s t-test). *N* = 9 male mice per genotype. Bars represent mean ± S.E.M.

### Behavioral characterization

At 12 weeks of age, male mice were randomly selected (*n* = 9 of each genotype) and subjected to a battery of tests with 0-2 days between tests in the following order: (i) Barnes maze, (ii) Open field, and (iii) Pavlovian conditioned fear. For each test, the number of mice (n) tested is indicated in the respective figure caption. Although testing was meant to be performed by an investigator blind to the genotype, the presence of craniofacial abnormalities was suggestive of genotype.

#### Barnes maze test

The Barnes maze task was conducted on a circular PVC platform (100 cm in diameter) with 18 holes (hole diameter: 5.5 cm) along the perimeter. A black plexiglass escape box was located under one of the holes, the hole above the escape box represented the target. The test consisted of 5 consecutive days. Days 1-4 were for habituation (pre-training trial) and reference memory (T1-T3 training trials). On day five, the probe trial was performed. On the habituation trial, mice were placed in the center of the maze covered by a black cylinder; after 10 sec mice were released, guided to the escape box and allowed to remain there for 2 min. Following the pre-training trial, the training trials started. At the beginning of each trial, mice were placed in the same position (center of the platform) and covered with the black cylinder for 10 sec followed by release and allowing them to explore the maze. The trial ended when the mice enter the escape box or after 3 min. The animal was allowed to stay in the box for 1 min. Mice underwent four trials per day for 4 days. On day 5, a probe test was conducted without the escape box, to assess memory based on distal environmental room cues. The latency and path to reach the target hole were recorded.

#### Open field

Mice were placed in the center of a clear plexiglass (40 × 40 × 30 cm) open field arena and allowed to explore for 30 min. Exploratory behavior and general activity in the open filed is quantitated by a computer-operated activity monitor software (DOC-102, Med Associates).

#### Pavlovian conditioned fear

Mouse was first placed into a chamber for 5 min (pre-context) to allow exploration. The fear-conditioning training consisted of a 3 min acclimation period followed by an 80 dB (2.8 kHz) white noise that was presented for 30 sec as a conditional stimulus (CS) followed by a mild foot-shock (2 sec, 0.75 mA), which served as the unconditioned stimulus (US). After 2 min another CS-US pair was presented. Two minutes later the animal is placed in their home cage. After 24 h, mice were placed again in the same chamber to test their contextual memory ability, which consist of exploration for 5 minutes in the same chamber that was used the day before. Cue testing is performed after one hour of the context testing, mice were put in the chamber but the environmental cue, contextual cue, and odor were changed; for this purpose, black triangular plexiglass was inserted to alter the shape and spatial cues, red house lights replaced the white house lights, the wire grid floor was covered with white plexiglass, and 5% acetic acid was used to alter the smell. Two phases of the CS test were recorded, in the first phase (pre-sound cue) freezing time was recorded for 3 min, then a 30-sec tone without foot-shock was presented, finally, immediately after the tone occurred, the second phase for another 3 min was recorded to evaluate the mouse memory ability (post-sound). Mouse freeze software (Medpc-IV, Med Associates) was used to analyze the freezing time during the test.

### Pathway enrichment analysis

Gene Ontology (GO) enrichment analysis was performed using the Metascape platform [24] and DisGeNET database, which integrates standardizing data of disease-associated genes from multiple sources [25], through the EnrichR software [26]. In Metascape, we used the Membership (that flag genes which fall under GO biological process terms that include a preselected keyword and calculates enrichment significance) and Enrichment (identify unbiased pathways with significant enrichment *p* values, and automatically cluster them to reduce redundancy) functions.

### Isolation of embryonic cortex and single-cell dissociation

Timed-pregnant females were sacrificed to collect embryos (E16.5). Brains were collected from the embryos (*n* = 3 for WT and KO, *n* = 4 for Het), then the cortex was carefully removed using a stereo microscope from each embryo and placed in a 15 ml tube containing Hibernate E/B27/GlutaMax (HEB) media (BrainBits). Tissue pieces from the cortex were then incubated in a Papain solution (BrainBits) at 37 °C for 20 minutes. Following this, the Papain solution was gently removed and replaced with the HEB media. The tissues were manually disrupted using a polished Pasteur pipette for a maximum of 10 times. After disruption we allowed the tissue debris to settle for 1 minute at room temperature, the supernatant was transferred to a new tube and centrifuged at 200 rcf for 2 minutes to collect the cells. The supernatant was then carefully removed, and the cell pellet was resuspended in 1 ml of pre-warmed neuronal culture medium (NbActiv1). Subsequently the cell suspension was passed through a 30 µM cell strainer (Miltenyi Biotech) and an aliquot was used for counting using the Automated cell counter (Invitrogen) and morphological evaluation. Single-cell suspensions containing more than 90% viable cells were used for the generation of single-cell RNA sequencing libraries. Fast genotyping (~1 h) was performed with tissue from the rest of the body using Platinum Direct PCR Universal Master Mix.

### Single-cell RNA library preparation and sequencing

Single-cell RNA-seq libraries were generated using the 10X Genomics platform (Chromium Single Cell 3′ library and Gel Bead Kit v3, PN-1000075) and sequenced on a NovaSeq 6000 system (Illumina) at the Center for Genome Technology at the HIHG. Cells at a concentration of 1200 cell/mL were loaded on the 10X Genomics Chromium platform to isolate ~7,000 cells per sample and create individually barcoded Gel bead-in-Emulsions (GEMs) which were processed using the Chromium Single Cell 3’ Reagent Version 3 Kit. Sequencing libraries were evaluated for quality on the Agilent Tape Station (Agilent Technologies, Palo Alto, CA, USA), and quantified using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and qPCR before sequencing on the Illumina NovaSeq 6000 targeting 100,000 reads per cell with sequencing parameters: Read1, 28 cycles; Index1, 8 cycles; Read2, 98 cycles.

### Processing of RNA sequencing data

Fastq files were aligned to the mm10 mouse reference genome and count matrices were generated using the CellRanger (v2.1) pipeline. Except where otherwise specified, we processed and visualized the scRNA-seq counts with the following Seurat-based pipeline, using Seurat v3.0.2 70. We filtered out cells with less than 1000 unique molecular identifiers (UMIs) based on the inflection point of the log-transformed barcode rank plot of each sample, or more than 10% of the UMIs coming from mitochondrially encoded genes. 

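The deposited matrices held 80071 cell barcodes from 3 WT, 4 Gatad2b stop/+ (Het) and 3 Gatad2b stop/stop (KO) embryos. At least 1000 UMIs and at most 10% mitochondrial UMIs were found in 65779 of them. Their medians were 13874 UMIs, 4021 genes and 4.15% mitochondrial UMIs. Over all barcodes the medians were 11354 UMIs, 3589 genes and 4.34% mitochondrial UMIs. From 7159 to 8103 cells were kept per WT embryo, 5613 to 7917 per Het embryo and 5147 to 6176 per KO embryo.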

In total, 70,514 cells passed these filters, with a median of 7011 UMIs/cell, 2917 genes/cell, and 5.2% of UMIs in each cell coming from mitochondrially encoded genes. We next scaled and centered the UMI counts and used the default vst method to identify the top 2,000 variable genes. We removed sex specific genes (*Xist, Tsix, Eif2s3y, Ddx3y, Uty, and Kdm5d*), erythrocyte marker genes (*Hba-a1, Hba-a2, Hbb-b1, Hbb-bh1, Hbb-bh2, Hbb-bs, Hbb-bt, Hbb-y, Hbq1a, Hbq1b*), and *GM42418* and *AY636118*, mapping to rDNA repeating units, from the expression matrix to reduce the likelihood of false positives.

Data integration was performed to identify shared cell states across different samples following a recently published Seurat protocol [27]. Similar cells were clustered using an initial resolution in Seurat of 0.4 (27 clusters) through a final resolution of 0.4 resulting in 20 distinct clusters. Each cluster was assigned to a cell type on the basis of expression of marker genes based on expression defined by published single-cell transcriptome analysis of mouse embryonic brain [28–31]. To compute differentially expressed genes (DEGs) within each cluster we used the MAST test, which employs a generalized linear model framework using cell detection rate across groups as a co-variate [32]. The MAST test has low error and false discovery rates in comparison with other single-cell differential expression methods [33].

### Statistical analysis

Power analysis based on our previous studies on anticipated differences in the behavioral phenotypic variables indicate that at least 7 animals per group were necessary to detect a 20% change in mean with a type 1 error probability of 0.05 and 80% power. In this study 9 males/genotype were analyzed to account for casual losses. Inclusion/exclusion criteria for behavioral experiments were pre-established. Some criteria for exclusion were the presence of seizures during the testing, inability to walk in the open field, no reaction to the foot-shock in the Pavlovian conditioned fear. In our study no animal needed to be excluded from the analysis. Before statistical analysis the behavioral datasets were tested for normal distribution and analysis of the variance. For all, normal distribution and similar variance between the statistically compared groups was found. Behavioral data analysis was performed utilizing two-way repeated measures ANOVA, Tukey test and two-tailed Student’s t-test. Viability data as well as dysmorphology data were analyzed utilizing the Chi square statistic test. *P* value ≤ 0.05 was considered statistically significant.

## Results

### *GATAD2B* expression is higher in embryonic development and correlates with expression of genes involved in epigenetic and neurodevelopmental processes

Data from the publicly available dataset BrainSpan, which profiles the human brain transcriptome across the lifespan (8 postconceptional weeks (pcw) to 40 years old), show that *GATAD2B* expression is higher during embryonic development than in postnatal stages (http://www.brainspan.org, Fig. 1A). *GATAD2B* expression drops after 24 weeks pcw, except in the cerebellum, where *GATAD2B* seems to be expressed persistently until adulthood at similar levels. Higher expression of *Gatad2b* during development was confirmed in mice. We determined by RT-qPCR that mouse *Gatad2b* has higher expression in the brain during embryonic development than in postnatal ages (Fig. 1B), suggesting that *GATAD2B* has a role in neurodevelopmental processes.

A search for genes with a developmental expression pattern similar to human *GATAD2B* (i.e. *GATAD2B* used as “seed gene”) using the “Find Correlates” function of BrainSpan revealed 111 unique genes with a Pearson’s correlation > 0.85 (Supplementary Table 1). Gene ontology enrichment analysis indicates that the two most significantly overrepresented biological processes in this *GATAD2B* developmentally correlated gene set are related to “chromatin remodeling” (comprising GO:0016569, “covalent chromatin modification” multi-test adjusted *p* = 3.9E-11; GO: 0016573, “histone acetylation” multi-test adjusted *p* = 1.1E-4, GO:0006338, “chromatin remodeling” multitest adjusted *p* = 1.2E-3 and GO:0010452, “histone H3-K36 methylation” multi-test adjusted *p* = 1.0E-2) and “brain development” (GO: 0007420, multi-test adjusted *p* = 0.024) (Supplementary Table 2). Using the Disease Gene Network (DisGeNET) database -a comprehensive catalogue of human-disease associated genes-, significant enrichment in this *GATAD2B* neurodevelopmentally correlated gene list was observed in neurodevelopmental disease terms including features that have been reported in GAND patients (Fig. 1C).

### Validation of *Gatad2b* mutant mouse model

To understand the relationship between *GATAD2B* and neurodevelopment we evaluated a mutant mouse strain generated by the International Mouse Genotyping Consortium (IMPC), available through the European Mouse Mutant Archive (EMMA). These mice (*Gatad2b*^tm1a(EUCOMM)Hmgu^, MGI:4434913, hereafter *Gatad2b*^stop^) carry an insertion of a trapping cassette between *Gatad2b* first and second coding exons (intron 3). The intronic insertion is expected to “trap” the splicing of coding exon 1 to produce a LacZ fusion transcript and truncate the *Gatad2b* wild-type transcript. Since exons are retained in the insertional mutant allele, unintended expression of wild-type mRNA could potentially result from splicing skipping the trapping cassette (supplemental Fig. 1). We thus evaluated the expression of *Gatad2b* in brain tissue from heterozygous *Gatad2b*^stop/+^ mice by RT-qPCR. This analysis indicated that *Gatad2b*^stop/+^ express ~50% of *Gatad2b*, as compared to wild-type mice (Fig. 2A). Protein expression of Gatad2b followed mRNA; western analysis in E18 cerebellum showed approximately 50% of Gatad2b content in *Gatad2b*^stop/+^ mice and was undetectable in *Gatad2b*^stop/stop^ mice (Fig. 2B). Immunostaining of forebrain sections derived from embryonic day 16.5 (E16.5) *Gatad2b* mutant embryos confirmed the western data. Reduced and absent expression of *Gatad2b* was observed in the nuclei of cells in the cortex of *Gatad2b*^stop/+^ and *Gatad2b*^stop/stop^ embryos, respectively (Fig. 2C–E). Immunoreactivity of *Gatad2b* in wild-type (WT) brains showed nuclear localization throughout the cortex with higher levels in postmitotic cells of the cortical plate and the subplate than in proliferative cells in the deeper layers (see amplified boxes in Fig. 2C). Thus, we demonstrate that *Gatad2b*^stop*/+*^ mice have substantially reduced expression of *Gatad2b* mRNA and protein, supporting the use of this transgenic animal as a model of *Gatad2b* haploinsufficiency.

### Mice harboring heterozygous germline *Gatad2b* mutation exhibit a cognitive deficit

*Gatad2b*^stop/+^ mice are fertile and survive to adulthood, whereas *Gatad2b*^stop/stop^ mice die perinatally. From a total of 169 pups born from *Gatad2b*^stop/+^ x *Gatad2b*^stop/+^ matings, 55 were identified as wild type, 103 as heterozygous and only 11 were *Gatad2b*^stop/stop^ homozygous. These *Gatad2b*^stop/stop^ died soon after birth without overt morphological defects.

We performed a phenotypic analysis of *Gatad2b*^stop/+^ mice assaying features related to the clinical presentation of GAND subjects. *Gatad2b*^stop/+^ mice had a significantly broader snout than their wild-type siblings (Supplementary Fig. 2A), suggesting partial recapitulation of the craniofacial phenotype of GAND patients. Further, 85% of *Gatad2b*^stop/+^ mice exhibited increased curvature of the nasion vs. 14% of *Gatad2b*^+/+^ mice (*p* value = 0.018, Supplementary Fig. 2B). Spontaneous seizures were not observed in these mice at any age, suggesting that this phenotype, present in 24% of GAND subjects, is absent in this mouse model. Also, no significant difference was detected in the grip strength test and the hanging test performed at one month of age (data not shown), despite 100% GAND patients displaying infantile hypotonia [5]. We assessed cognitive functions in *Gatad2b*^stop/+^ mice at 12 weeks of age by the Barnes maze test, a contextual fear-conditioning test, and a cued fear-conditioning test. In the Barnes maze, *Gatad2b*^stop/+^ mice took significantly longer than the *Gatad2b*^+/+^ littermates to find the hidden escape hatch at test day (Fig. 3A). The analysis showed that at the beginning of training (days one and two), the latency to find the hidden target was not different of *Gatad2b*^stop/+^ and wild type mice, suggesting that non-cognitive deficits are not involved in the observed difference in the third and fourth probe tests. The increased latency to find the target implies that *Gatad2b* haploinsufficiency affects learning and memory processes. We thus investigated the performance of *Gatad2b* haploinsufficient mutants in a contextual fear conditioning task. *Gatad2b*^stop/+^ mice showed reduced levels of freezing compared with wild-type mice further suggesting cognitive alterations (Fig. 3B).

Although anxiety-like behavior has not been reported to be a common finding in GAND subjects, when introduced in the novel environment of the open field, *Gatad2b*^stop/+^ mice spent significantly more time exploring the periphery while avoiding the anxiety-provoking center (Fig. 3C, left panel). *Gatad2b*^stop/+^ mutant mice also exhibited significantly increased activity in this test (Fig. 3C, right panel).

### Haploinsufficiency of *GATAD2B* is associated with abnormal cortical development

To start dissecting the putative role of *Gatad2b* in cortical development, we analyzed the expression of cortical laminar markers in the brains of *Gatad2b* mutant mice. Immunostaining of embryonic brain sections showed reduction of cortical thickness and abnormal density of layer-specific neurons in both *Gatad2b*^stop/+^ and *Gatad2b*^stop/stop^ embryos (Fig. 4). Interestingly, although we observed that the expression pattern of the neuronal markers Ctip2 and Satb2 was grossly normal in *Gatad2b*^stop/+^ embryos (Satb2 was highly expressed in layers II-IV and less expressed in deep layers and Ctip2 was highly expressed in neurons of layer V and weakly expressed in layer VI) suggesting that cortical lamination in *Gatad2b* haploinsufficient mice is not overly deranged, we also observed that the frequency of cells co-expressing Satb2 and Ctip2 was significantly higher in the cortex of *Gatad2b*^stop/+^ embryos at E16.5 than in control mice (Fig. 4A). Further, although the deep layer marker Tbr1 is highly expressed in layer VI in all genotypes, the proportion of cells expressing Tbr1 in layer V (co-expressing Ctip2) is significantly higher in *Gatad2b*^stop/+^ and *Gatad2b*^stop/stop^ E18.5 embryos (Fig. 4B). These data indicate that the cognitive phenotype of these Gatad2b deficient mice is accompanied by alterations in cortical development.

**Fig. 4:**
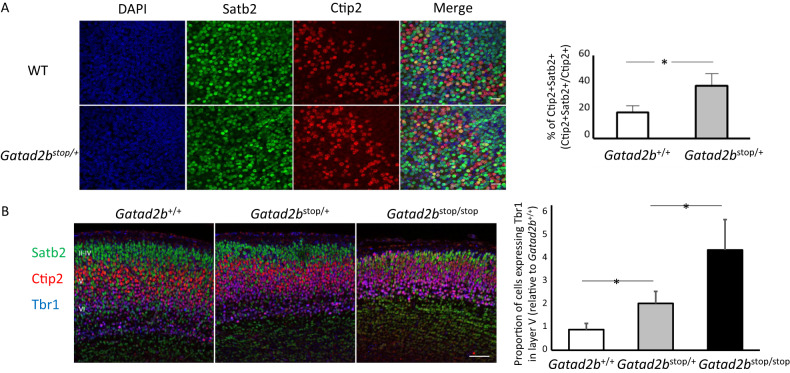
*Gatad2b* deficiency disrupts cortical neuronal development. **A** Immunostaining of coronal sections of E16.5 brains (cortex) with antibodies against Satb2 (green), and Ctip2 (red). Scale bar, 60 μm. Quantification data obtained with ImageJ (*n* = 3 of each genotype) for the proportion of double Satb2+ Ctip2+ neurons is shown to the right of the image **B** Coronal sections from E18.5 cortices immunolabeled for Satb2 (green), Ctip2 (red) and Tbr1 (blue). Scale bar: 100 μm. The relative proportion of Tbr1+ cells (*n* = 3 of each genotype) in layer V is depicted on the right. *P < 0.05. Data are presented as the mean ± S.E.M. *p ≤ 0.05.

Cortical lamination is instrumental for proper development of callosal projections and several GAND subjects exhibited corpus callosum hypoplasia [5]. This led us to examine the brain midline of *Gatad2b*^stop*+/−*^ mice. We identified significant alterations, including reduced number of callosal projections and decreased number of midline astroglia cells (Fig. 5A–C). Midline glia populations originate from radial glia cells and control the correct navigation and midline crossing of callosal axons. These glial-cell types include the glial wedge (GW), indusium griseum glia (IGG), and midline zipper glia (MZG) subtypes and we observed a generalized reduction of all GFAP glia in *Gatad2b*^stop/+^ mice, with a virtually complete absence of GFAP expressing glia in *Gatad2b*^stop*/stop*^ E18 brains. Thus, reduced midline crossing of commissural axons in *Gatad2b* deficient mice is associated with an aberrant arrangement of GFAP-positive guidepost glia cells and a widening of the interhemispheric fissure (Fig. 5A–C). These alterations were observed in sibling mice derived from 2 different breeding pairs, suggesting that this phenotype is not the result of a stochastic defect but from deficiency of Gatad2b.

**Fig. 5:**
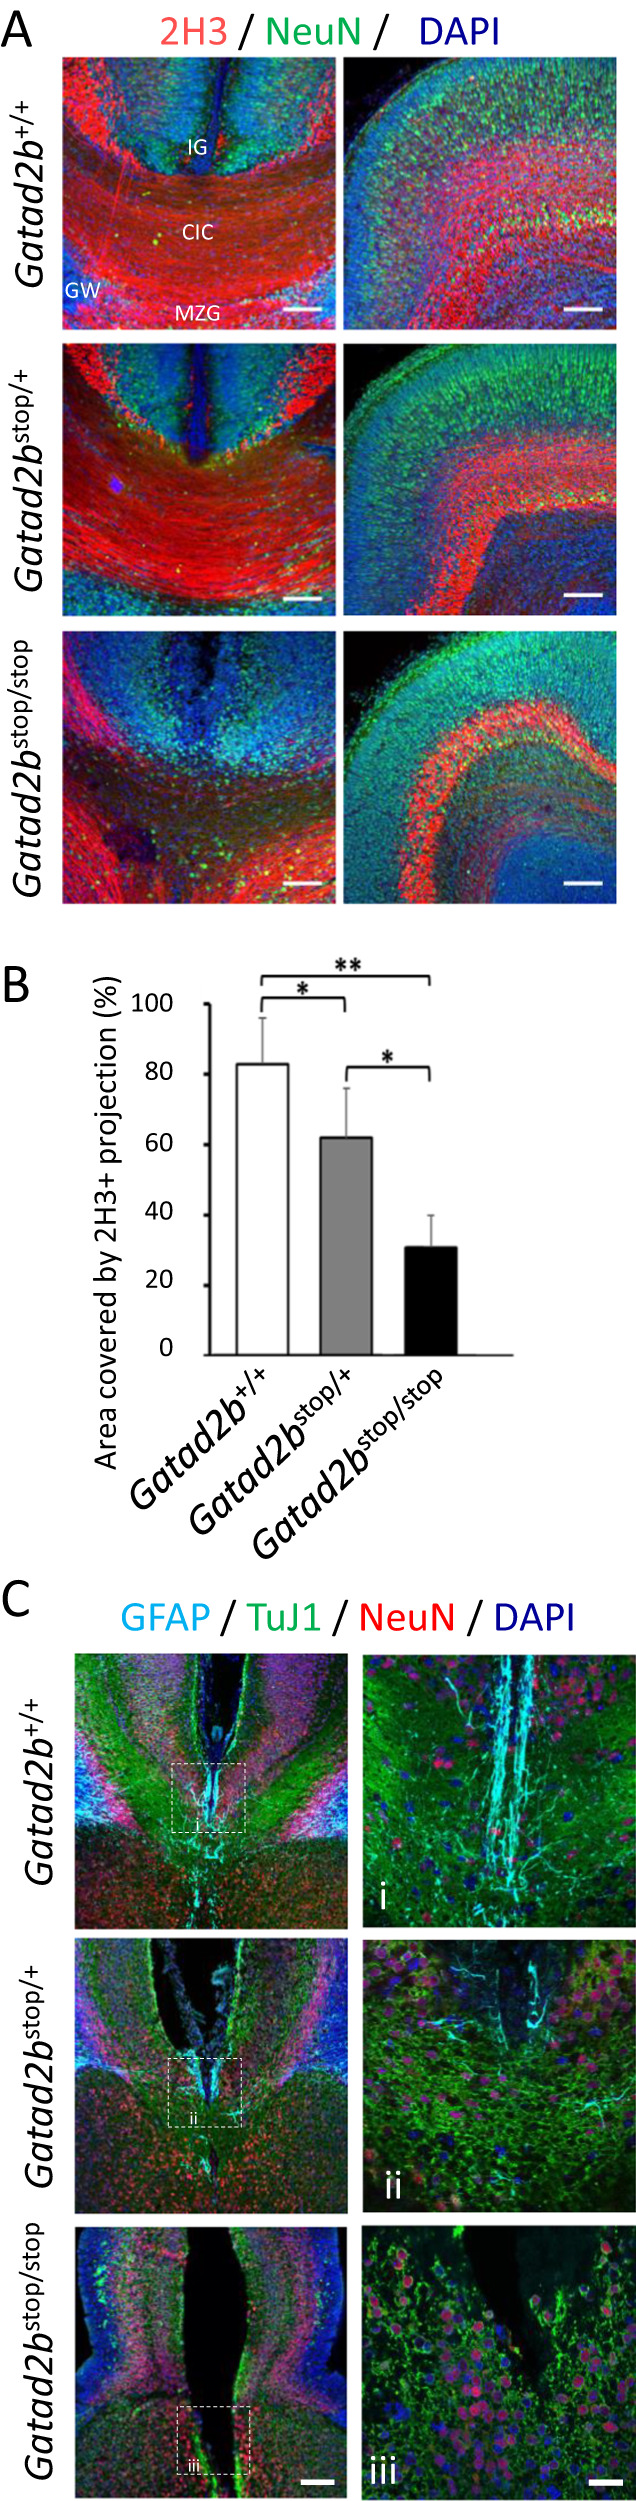
Disorganization of midline structures in *Gatad2b*^*stop/+*^ mice. **A** Immunostaining of brain coronal sections just rostral to the fornix and the anterior commissure (which were not overtly affected in the *Gatad2b*^*stop/+*^ brains by bright field microscopy), from P0 mice from the indicated genotypes for 2H3 (red, stains the pioneer axons of the cingulate cortex (CIC)) and NeuN (green). DAPI (blue) was used to identify nuclei. Most *Gatad2b*^*stop/stop*^ axons fail to reach the contralateral hemisphere, while significantly less *Gatad2b*^*stop/+*^ axons cross the midline. Scale bar: 100 µm. **B** Area covered by 2H3 projections, quantified for each genotype (*n* = 3 *Gatad2b*^*+/+*^*, n* = *2 Gatad2b*^*stop/+*^, *n* = 2 *Gatad2b*^*stop/stop*^, all from the same litter). *P < 0.05 (Student’s t-test). Data are presented as the mean ± S.E.M. **C** Immunostaining for glial cells with antibodies for GFAP (teal) in E18 embryos shows less glial cells and disorganization of the indisium griseum (IG), glial wedge (GW) and midline zipper glia (MZG). Labeling of neuronal cytoskeleton with TuJ1 (green) and NeuN (red) confirms the reduction of midline crossing axons. i-iii are enhanced magnifications of the indicated areas. Scale bars: 90 µm (left panels) and 30 µm (right panels). Images are from single embryos of either sex (siblings) but representative of an additional set of single embryos of each genotype derived from another breeding pair.

### Single-cell RNA-sequencing reveals abnormal cellular proportions in the cortex of *Gatad2b*^stop/+^ mice

We the performed single-cell RNA sequencing (scRNA-seq) on cortical samples obtained from *Gatad2b*^stop/+^ and WT littermates at a single embryonic time point (E16.5) in order to explore underlying mechanisms that contribute to the abnormal cortical development observed in the Gatad2b haploinsufficient mice. 

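Cortex of 3 WT, 4 Het and 3 KO embryos was profiled with 10X Genomics 3′ version 3 chemistry, with 1 library per embryo. The authors aligned the reads to mm10 and deposited the number of UMIs counted for each gene and cell barcode, without normalization. The headers of the matrices name a later Cell Ranger release than the methods do. After the filters on cells, the total UMIs per embryo ranged from 82872641 to 123737385, with medians of 108430825 in WT, 96462996 in Het and 98456556 in KO. Gene coordinates are those of GRCm38 in GENCODE vM21, where 30934 of the 31053 gene IDs of the files were found. The UMIs of each embryo were summed over all cells and within each cell class, so that the embryo and not the cell was the replicate. Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.25, and values per embryo are TMM-normalized CPM unless stated. Of 12 classes, 11 had at least 20 cells in every embryo and were tested, and endothelial-like cells were not. Shares of cells were compared with two-sided exact permutation tests. With 3 embryos against 4 the smallest possible p is 0.0286, and with 3 against 3 it is 0.1. A trend over the number of mutant alleles was tested over all 4200 assignments of the genotypes to the embryos. The names of the libraries carry 1 of 2 prefixes, whose meaning the paper's text does not state. One prefix is shared by the 3 WT embryos and Het replicate 4, and the other by Het replicates 1 to 3 and the 3 KO embryos. The prefix therefore separates KO from WT completely, and Het replicate 4 alone allows a fit in which the prefix is a covariate. Het vs WT in that fit rests on Het replicate 4 alone against the WT embryos, and KO vs WT also passes through that embryo. Fewer calls there can therefore follow from less information, with or without a difference between the libraries.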

We also generated *Gatad2b*^stop/stop^ scRNA-seq data to identify dosage-sensitive targets of *Gatad2b* regulation. Altogether, 62,921 cells were sequenced in these studies.

We integrated expression data from WT and *Gatad2b* mutant cells to perform cell clustering using Seurat (Stuart et al. 2019). We categorized the clusters into 20 distinct cell populations (Table 1, Fig. 6A) based on expression of canonical markers [28–31]. 

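Log-normalized counts of 2000 variable genes, with sex, hemoglobin and rDNA genes and 6 tested genes left out, were integrated across embryos on 30 principal components and clustered at resolution 0.4 into clusters 0 to 24. Each cluster was named from marker lists that hold none of the genes the paper calls changed, apart from the erythroid list. A class needed a mean marker score of at least 0.5 and at least 3 markers detected, and the classes are written here with the ending -like. Layer II-IV-like cells were clusters 0, 1 and 11, and layer V-VI-like cells were clusters 3, 6 and 7. Subventricular zone-like cells were cluster 8, ganglionic eminence-like cells cluster 13 and radial glia-like cells cluster 17. Cluster 3 scored 0.559 for layer V-VI markers and 0.511 for layer II-IV markers, and its leading genes Ldb2 and Fezf2 decided its name. Cluster 10, with 3.67%, 3.72% and 3.78% of the cells in WT, Het and KO, scored 1.47 for ganglionic eminence markers and 1.17 for interneuron markers, and 1 interneuron marker among its 10 leading genes made it interneuron-like. The 10 leading genes of cluster 13 held genes of DNA replication and Mki67 and none of the class's own markers, of which 4 were detected. Cluster 17 scored 2.74 for radial glia markers and 4.04 for oligodendrocyte precursor markers, of which too few were detected to name it so. Clusters 5, 12, 14, 16 and 21 stayed unnamed and together held 17.9% ± 0.404 (SD, n = 3) of the cells in WT, 14.2% ± 2.29 (SD, n = 4) in Het and 13.6% ± 1.37 (SD, n = 3) in KO. Cluster 5 scored low for every list and held 5.89%, 6.05% and 6.68% of the cells in WT, Het and KO. Cluster 12, led by Ttr and by genes of mitosis such as Ube2c and Cenpf, held 3.06%, 2.69% and 3.07%. Clusters 14 and 16, with medians of 3966.5 and 1526.5 UMIs per cell, held 3.46%, 2.60% and 1.94% and 4.26%, 1.65% and 1.25%. Cluster 14, led by Sst, Npy and Calb1, scored 0.786 for interneuron markers and 0.589 for layer V-VI markers, and clusters with so few UMIs stayed unnamed when 2 scores lay that close. Cluster 21 scored nearly alike for radial glia and subventricular zone markers and held 1.25%, 1.25% and 0.696%.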

Cell clusters included two major populations of excitatory cortical neurons: one cluster of upper-layer neurons (layer II through IV) and 4 clusters of deeper-layer neurons (layers V and VI). Inhibitory subpopulations included one cluster of layer I neurons, 5 interneuron cortical clusters and 3 striatal clusters. Proliferative cells included two clusters of subventricular zone progenitors, one of ganglionic eminence and one cluster of radial glia. Additionally, there was one cluster of microglia and one of endothelial cells. 

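Gatad2b (ENSMUSG00000042390, chromosome 3, 90293178 to 90363407) had at least 1 UMI in 90.7% of layer V-VI-like cells of WT embryos, at 19153.5 UMIs per cell (median of the embryos' medians). The share was 86.1% in layer II-IV-like cells, 84.1% in ganglionic eminence-like cells and 59.2% in interneuron-like cells, whose medians were 14821.5, 16530.5 and 7226 UMIs. Microglia-like cells showed 31.1% at a median of 2662 UMIs. As a background, erythroid-like cells showed 4.82% at a median of 8341 UMIs. As CPM without TMM normalization, WT embryos had 149 ± 2.91 (SD, n = 3) in layer II-IV-like cells, 117 ± 2.19 (SD, n = 3) in radial glia-like cells and 7.53 ± 1.27 (SD, n = 3) in erythroid-like cells. Among the 10 classes in which the gene could be fitted, its log2 fold change was negative in each, from -1.31 in microglia-like cells to -0.34 in striatal inhibitory-like cells in Het vs WT, and from -2.30 to -0.85 in KO vs WT.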

*Gatad2b* was expressed across all cell populations (Fig. 6B).

**Table 1:** Variability in cell type proportions detected by scRNA-seq in *Gatad2b* mutant brains.

Cluster	Cell type	% of total	WT (avg%)	Het (avg%)	KO (avg%)	*p* value (Het vs WT)	*p* value (KO vs WT)
0	Layer II-IV	16.22	19.27	17.25	14.92	0.149	0.013
1	IN	10.62	9.83	11.13	9.93	0.183	0.936
2	Layer V-VI	10.94	8.93	10.81	11.75	0.165	0.280
3	Layer V-VI	11.67	8.54	11.35	11.81	0.133	0.006
4	Layer V-VI	9.32	8.22	8.91	9.58	0.223	0.058
5	GE	3.14	7.44	3.65	3.12	**0.020**	**0.004**
6	Str. Inh	4.05	4.84	4.11	4.08	0.201	0.224
7	IN	4.19	4.08	4.22	4.11	0.782	0.914
8	RG	6.56	4.34	5.72	6.66	**0.024**	**0.001**
9	Str. Inh	3.76	3.80	3.83	3.78	0.923	0.799
10	SVZ	5.07	3.23	4.49	4.84	**0.048**	**0.000**
11	Layer V-VI	3.72	3.01	3.69	4.05	0.040	0.243
12	Str. Inh	3.71	2.99	3.58	3.73	0.306	0.269
13	IN	2.32	4.81	2.39	2.09	**0.011**	**0.011**
14	IN	1.27	1.22	1.02	1.30	0.737	0.595
15	IN	0.56	2.00	0.68	0.60	**0.006**	**0.006**
16	SVZ mig	0.94	1.09	1.10	0.87	0.979	0.162
17	Layer I	0.85	0.85	0.96	0.88	0.422	0.125
18	Endo	0.62	0.92	0.63	0.55	0.072	0.158
19	micro	0.455	0.580	0.483	0.430	0.194	0.028

Relative proportions of cortical layers II-IV (Layer II-IV), interneurons (IN), cortical layers V-VI (Layer V-VI), ganglionic eminence (GE), striatal inhibitory (Str. Inh), radial glia (RG), subventricular zone (SVZ), migratory SVZ (SVZ mig), cortical layer I (Layer I), endothelial (endo) and microglia (micro) are presented across all genotypes (% of total), and per genotype (*Gatad2b*^+/+^: WT (avg%), *Gatad2b*^stop/+^: Het (avg%), *Gatad2b*^stop/stop^: KO (avg%)). Bold values (in last two columns) highlight significant *p* values (*p* < 0.05) in both comparisons, *Gatad2b*^+/+^ vs. *Gatad2b*^stop/+^: *p* value (Het vs WT) and *Gatad2b*^+/+^ vs. *Gatad2b*^stop/stop^: *p* value (KO vs WT).

**Fig. 6:**
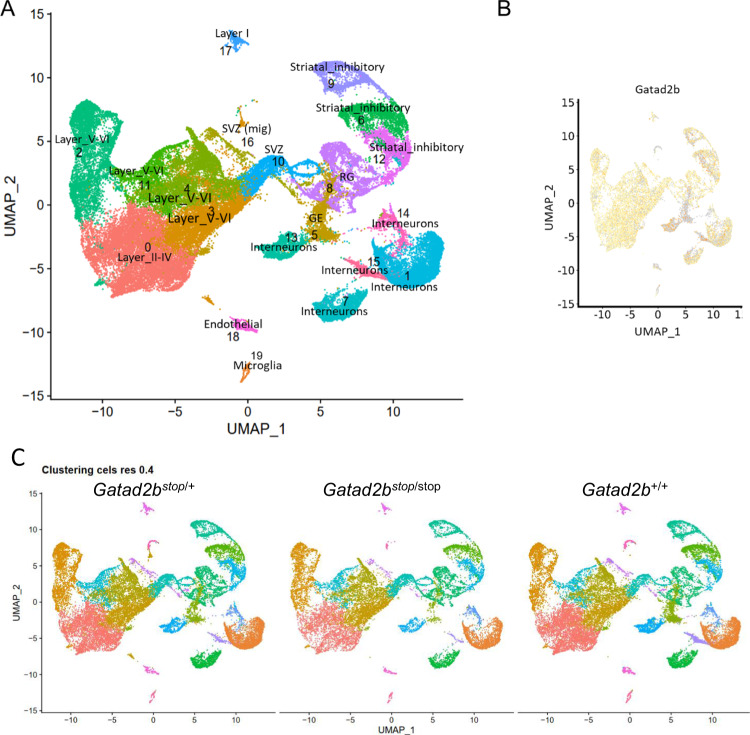
Cell clusters and cell identities of *Gatad2b* mutant mice. **A** Uniform manifold approximation and projection (UMAP) plot of single cells from 3 *Gatad2b*^+/+^, 4 *Gatad2b*^stop/+^ and 3 *Gatad2b*^stop/stop^ embryos, with each cell colored according to cluster. **B** UMAP of the integrated scRNA-seq data colored for the visualization of Gatad2b expression. **C** UMAP visualization of scRNA-seq data from individual genotypes.

Analysis of the proportion of cells of the clusters in the different genotypes revealed differentially relative abundance of subpopulations in *Gatad2b*^stop/+^ and WT embryos (Fig. 7). 

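Subventricular zone-like cells made up 2.75% ± 0.102 (SD, n = 3) of the cells in WT, 3.96% ± 0.716 (SD, n = 4) in Het and 5.68% ± 0.441 (SD, n = 3) in KO. All 4 Het embryos, from 3.35% to 4.88%, lay above all 3 WT embryos, from 2.66% to 2.86%, a separation that chance gives in 5.71% of splits of 3 and 4. The exact permutation p on the means was 0.0857, and 0.514 after adjustment over 12 classes. The groups were separate in KO vs WT as well, with the smallest p that 3 embryos against 3 allow. Over the number of mutant alleles, Pearson's r was 0.927 and Spearman's rho 0.944, each with a permutation p of 0.000476, the smallest that the assignments can give (adjusted p = 0.00286 over 12 classes). With any 2 of the 6 WT and KO embryos left out, r stayed between 0.875 and 0.924. Within the libraries of 1 prefix, Het replicate 4 had 4.18%, and KO exceeded Het replicates 1 to 3 by 1.79 percentage points. The alternative that moved KO vs WT most was a clustering resolution of 0.8, with a difference of 4.89 points. The class was wider there, with 8.56% to 10.09% in WT, 10.12% to 14.96% in Het and 13.56% to 14.93% in KO. KO and Het embryos overlapped at that resolution. Radial glia-like cells made up 2.05% ± 0.467 (SD, n = 3) in WT, 2.20% ± 0.180 (SD, n = 4) in Het and 2.99% ± 0.660 (SD, n = 3) in KO, and the groups overlapped. The exact permutation p for Het vs WT was 0.571. The trend had r = 0.670 and rho = 0.494, with permutation p-values of 0.0329 and 0.169 and an adjusted p for r of 0.131. Leaving out 2 of the 6 embryos moved r between 0.271 and 0.907, so the relation rests on those embryos. Without WT replicate 1 the difference between Het and WT changed sign, to -0.0809 points. With the tested genes kept among the variable genes the trend was negative, r = -0.292. Within the prefixes, Het replicate 4 had 2.26% against 1.58% to 2.51% in WT, and KO embryos had 2.23% to 3.43% against 1.93% to 2.33% in Het replicates 1 to 3.

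**Figure D1:**
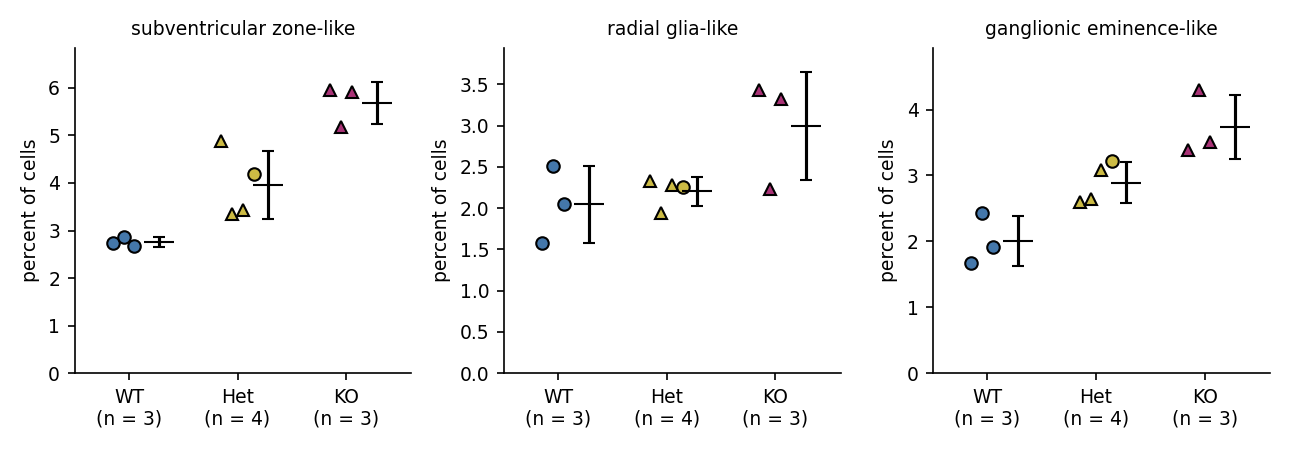
Share of cells (percent of an embryo's cells) in the progenitor-like classes of WT, Het and KO embryos, with 1 point per embryo and bars at the mean ± SD. Circles are libraries that share the prefix of the WT embryos and triangles the others, and the subventricular zone-like share rises from 2.75% in WT to 5.68% in KO.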

Interestingly, there was a significant increase in the proportion of progenitor-like cells in the subventricular zone (cluster 10) and radial glial cells (cluster 8) in *Gatad2b*^stop/+^ as compared to WT embryos, which was further increased in *Gatad2b*^stop/stop^ neocortices. In contrast to this finding, the proportion of ganglionic eminence cells is reduced in *Gatad2b*^stop/+^ and *Gatad2b*^stop/stop^ brains (Table 1). These observations suggest an excitatory-inhibitory imbalance derived from abnormal neurodevelopment. 

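Ganglionic eminence-like cells made up 2.01% ± 0.385 (SD, n = 3) of the cells in WT, 2.89% ± 0.309 (SD, n = 4) in Het and 3.73% ± 0.489 (SD, n = 3) in KO. Each Het embryo (2.60% to 3.22%) was above each WT embryo (1.68% to 2.43%), at the smallest exact permutation p the design allows, 0.0286, which became 0.343 over the 12 classes. Across 0, 1 and 2 mutant alleles r was 0.899 and rho 0.944, again at the smallest permutation p (adjusted p = 0.00286). Its range was 0.824 to 0.937 with 2 WT or KO embryos left out. Het replicate 4, the only Het library with the prefix of the WT embryos, had 3.22%, and KO exceeded the other Het embryos by 0.956 points. The class is a single cluster that its replicating cells lead, so the share follows the number of dividing cells as well as their identity. Cluster 12, led by genes of mitosis and left unnamed, showed no such rise, with 3.06%, 2.69% and 3.07% in WT, Het and KO. Its leading genes Ube2c and Cenpf were on the ganglionic eminence list but not used, since another list shares them. Whether the rise holds with cluster 12 counted in the class was not tested.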

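Interneuron-like cells, clusters 2, 10, 15 and 20, made up 15.8% ± 0.956 (SD, n = 3) of the cells in WT, 15.8% ± 1.80 (SD, n = 4) in Het and 14.7% ± 1.35 (SD, n = 3) in KO. The difference between Het and WT, -0.0694 percentage points, was smaller than the spread between embryos (exact permutation p = 0.971). Its direction changed without WT replicate 3, to 0.421 points, without Het replicate 1, to 0.492, and without Het replicate 3, to 0.271. With at least 3000 UMIs per cell the difference was 0.513 points, and with at most 5% mitochondrial UMIs 1.02. Counting the unnamed cluster 14 as interneuron-like, an alternative chosen after the shares had been seen, made it -0.935 points (exact permutation p = 0.514) in Het vs WT and -2.61 (exact permutation p = 0.200) in KO vs WT, where it was -1.09 without that cluster. The trend had r = -0.319 and rho = -0.315, with permutation p-values of 0.365 and 0.404. Het replicate 4 had 16.1% against 14.9% to 16.8% in WT, and KO embryos had 13.4% to 16.1% against 14.1% to 18.2% in Het replicates 1 to 3. Of the cells in neuron-like classes, 37.6% ± 3.62 (SD, n = 3) were inhibitory in WT, 36.8% ± 3.64 (SD, n = 4) in Het and 35.9% ± 3.85 (SD, n = 3) in KO, with an exact permutation p of 0.800 for Het vs WT and 0.600 for KO vs WT. That share was higher in Het than in WT without WT replicate 3, by 1.07 points, and without Het replicate 1, by 1.07, and lower by 1.46 with cluster 14 counted. With at least 3000 UMIs it was higher by 1.69 in Het and 1.03 in KO than in WT. With at most 5% mitochondrial UMIs it was higher by 2.75 and 2.86. Over all settings Het vs WT ranged from -2.55 to 2.75 points.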

Consistently, the data showed decreased proportions of interneurons in the E16 cortex of *Gatad2b*^stop/+^ (Table 1, Fig. 7).

**Fig. 7:**
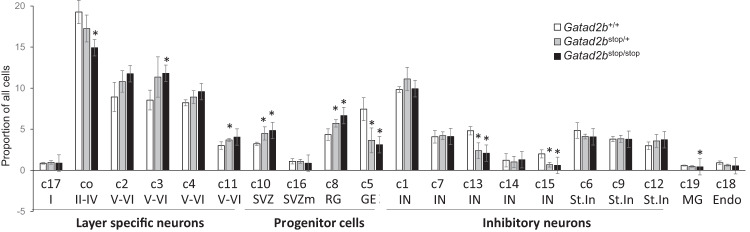
Alterations of cell type proportions in cortex of *Gatad2b* mutant mice. Plot of proportion of cells assigned to each cell type in *Gatad2b*^+/+^ (WT), *Gatad2b*^stop/stop^ (het) and *Gatad2b*^stop/stop^ (ko) E16.5 developing cortex. cortical layers II-IV (Layet II-IV), interneurons (IN), cortical layers II-IV (Layer V-VI), ganglionic eminence (GE), striatal inhibitory (Str. Inh), radial glia (RG), subventricular zone (SVZ), migratory SVZ (SVZ mig), cortical layer I (Layer I), endothelial (endo) and microglia (micro) are presented as across all genotypes (% of total), and per genotype (*Gatad2b*^+/+^: WT (avg%), *Gatad2b*^stop/+^: Het (avg%), *Gatad2b*^stop/stop^: KO (avg%)). Bolded values (last two columns) highlight significant *p* values (*p* < 0.05) in both comparisons, *Gatad2b*^+/+^ vs. *Gatad2b*^stop/+^: *p* value (Het vs. WT), and *Gatad2b*^+/+^ vs. *Gatad2b*^stop/stop^: *p* value (KO vs. WT).

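Over all cells, 17647 genes had enough UMIs to be tested. In Het vs WT, 525 genes passed both thresholds, 278 higher and 247 lower in Het, and 4749 had an unadjusted p under 0.05. DESeq2's Wald test called 1002. The setting that moved the count most toward 0 was the library prefix as a covariate, with 41 calls, of which 28 were among the 525. The count moved with any 1 embryo left out. Without WT replicates 1, 2 and 3 in turn it was 74, 218 and 137, and without Het replicates 1 to 3 it was 101, 141 and 142. Without KO replicates 1 to 3 it was 274, 315 and 269, and without Het replicate 4 it was 1829. KO embryos do not enter the difference between Het and WT. Part of each fall can therefore come from fewer embryos to estimate the spread. Het replicate 4 was the Het embryo nearest to the WT mean for 295 of the 525 genes, against 31, 101 and 98 for replicates 1 to 3. Of the 44 genes in the paper's list, 44 had the list's sign, 30 were called over all genes, 40 passed when adjusted over the list alone, and the median absolute log2 fold change was 0.39. Without WT replicates 1 to 3 in turn, 11, 15 and 13 of the 44 were called, and without Het replicates 1 to 3, 13, 13 and 16. The list was chosen by the study on these embryos, so its overlap is not independent evidence. With the prefix as a covariate, 38 had the list's sign, 4 were called and 14 passed when adjusted over the list alone. Among called genes whose Het and WT embryos did not overlap, which was 511 of them, the largest log2 increases were Ghsr (ENSMUSG00000051136) 2.57, Sall4 (ENSMUSG00000027547) 1.92, Gm27242 (ENSMUSG00000099054) 1.77, Gm43796 (ENSMUSG00000107169) 1.46 and Crabp2 (ENSMUSG00000004885) 1.46. The largest decreases were Clic6 (ENSMUSG00000022949) -4.18, Aqp1 (ENSMUSG00000004655) -3.91, Acp5 (ENSMUSG00000001348) -3.11, 1700012B09Rik (ENSMUSG00000031927) -2.87 and Dynlrb2 (ENSMUSG00000034467) -2.63. These 10 genes had group means of at most 2.30 CPM, none was called with the prefix as a covariate, and choroid plexus genes such as Clic6 differed widely among the WT embryos themselves. Without WT replicate 1 the decreases of Clic6, Aqp1 and 1700012B09Rik were -1.61, -1.70 and -1.78. Only Acp5 and Dynlrb2 kept an adjusted p under 0.05 with any 1 embryo left out; the other 8 genes lost it without WT replicate 1, with 0.0587 to 0.164, and without each of Het replicates 1 to 3, and some without another WT or a KO embryo.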

The scRNAseq data was then analyzed jointly (pseudo-bulk approach) across all cell types and identified 44 differentially expressed genes (DEG, adjusted *p* value < 0.05, average log 2-fold change > ABS 0.25) in *Gatad2b*^stop/+^. 60.0% (26/44) of these genes were downregulated (Supplementary Table 3). 

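In KO vs WT, 4326 genes were called over all cells, 2121 higher and 2205 lower, and 4253 by DESeq2. With the prefix as a covariate the count was 1467. Of the genes called in Het vs WT, 517 were also called in KO vs WT, each with the same sign, and 498 had the larger absolute change in KO. Among the 44 listed genes, 42 were called in KO vs WT, 43 passed when adjusted over the list alone, and the median absolute log2 fold change was 0.70. The change was larger in KO than in Het for 44 of the 44. Both comparisons use the same WT embryos, so some likeness arises without any effect. Across genes, the log2 fold changes of the 2 comparisons had r = 0.798, and simulated groups with no change gave a mean of 0.525 and a largest value of 0.577 (genes are not independent replicates). Of the 44 genes with the largest change in Het vs WT here, 61.4% were larger in KO, against a mean of 22.6% of such genes in those simulations. The simulations cover the shared WT embryos and neither the library prefix nor shifts of many genes together in 1 embryo. That prefix sets Het replicates 1 to 3 and all KO embryos apart from WT. A difference between the libraries could therefore also raise r, so the simulations do not tell it from an effect of the genotype. Gatad2b itself had 134 ± 4.35 CPM (SD, n = 3) in WT, 92.4 ± 2.97 (SD, n = 4) in Het and 53.7 ± 3.28 (SD, n = 3) in KO. Its log2 fold change was -0.54 (standard error 0.045, adjusted p = 0.000756) in Het vs WT and -1.32 (standard error 0.050, adjusted p = 1.11e-07) in KO vs WT. The trap cassette lies in an intron and the later exons are retained, so UMIs from the 3′ end need not vanish in KO. The counts left in KO therefore do not measure intact transcript or protein. By western blot the paper detected no Gatad2b protein in the cerebellum of Gatad2b stop/stop mice. Cdk2ap1 (ENSMUSG00000029394, chromosome 5, 124345417 to 124363082) had 76.7 ± 6.94 CPM (SD, n = 3) in WT, 118 ± 25.5 (SD, n = 4) in Het and 159.8 ± 19.6 (SD, n = 3) in KO, a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.0482) and 1.06 (standard error 0.17, adjusted p = 0.000785). Het replicate 4 had 79.9 CPM, within the WT range of 69.2 to 82.8. Fits with the prefix as a covariate gave log2 fold changes of 0.059 (adjusted p = 0.903) in Het vs WT and 0.35 (adjusted p = 0.166) in KO vs WT. Leaving out any 1 embryo other than Het replicate 4 took the adjusted p of Het vs WT past 0.05, and it ranged from 0.000510 to 0.153 with 1 embryo left out and from 0.000940 to 0.903 over the other settings. The largest log2 increases in KO vs WT were Ldb3 (ENSMUSG00000021798) 3.50, Crabp2 (ENSMUSG00000004885) 3.41, Xlr4a (ENSMUSG00000079845) 3.33, Sall4 (ENSMUSG00000027547) 3.17 and Hoxb13 (ENSMUSG00000049604) 3.07, from WT means of 0.0155 to 0.834 CPM to KO means of 0.137 to 8.98. Hoxb13 fell to 0.51 (adjusted p = 0.911) with the prefix as a covariate, within a range of 0.00110 to 0.911 over the alternatives, and Xlr4a was 2.82 (adjusted p = 0.0545) without WT replicate 2. The largest decreases belonged to Ttr (ENSMUSG00000061808), Calml4 (ENSMUSG00000032246), Clic6, Aqp1 and Gm28928 (ENSMUSG00000100851), and Ttr ranged from 1.83 to 1760.5 CPM among the WT embryos, so no fold is given for it. In the fit with the prefix covariate, Ttr, Calml4, Clic6 and Aqp1 had adjusted p-values of 0.107, 0.167, 0.363 and 0.216, the highest of the alternatives for each. Without WT replicate 1 the log2 fold changes of Calml4, Clic6 and Aqp1 were -3.09, -1.64 and -1.81, against -5.19, -4.21 and -4.02, and Clic6 lost its threshold there (adjusted p = 0.0544) and without KO replicate 2 (adjusted p = 0.0534).

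**Figure D2:**
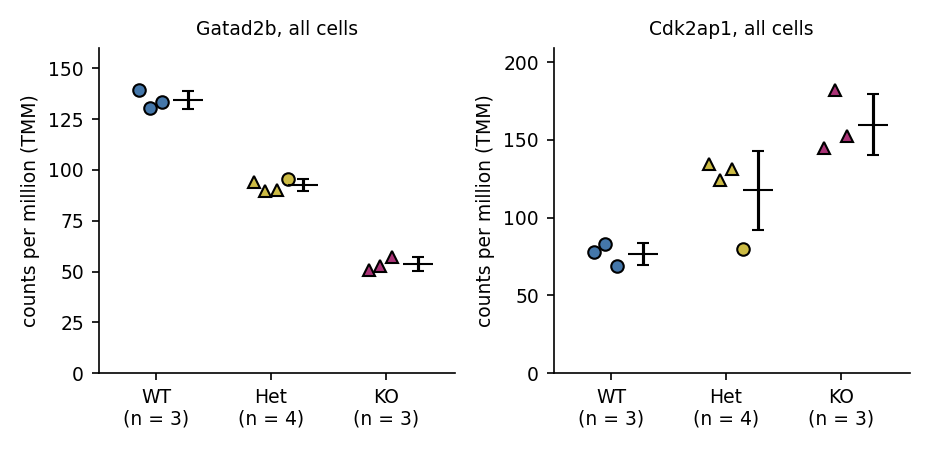
Gatad2b and Cdk2ap1 over all cells in CPM, with 1 point per embryo and bars at the mean ± SD for WT, Het and KO. Circles are libraries that share the prefix of the WT embryos and triangles the others, and the Het embryo drawn as a circle lies at 79.9 CPM for Cdk2ap1.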

All the 44 genes with overall dysregulation in *Gatad2b*^stop/+^ embryos were also identified as DEG in the WT vs *Gatad2b*^stop/stop^ comparison, with larger expression differences in *Gatad2b*^stop/stop^ than in *Gatad2b*^stop/+^ samples (Table 2, Supplementary Table 4), including the NuRD subunit *Cdk2ap1*, which was upregulated in both *Gatad2b*^stop/+^ and *Gatad2b*^stop/stop^ E16 brain cortices in the joint analysis. Pathway enrichment analysis of these pseudo-bulk DEGs (excluding Gatad2b from the list to reduce bias) revealed significant enrichment of genes matching the membership term: neuron development (*p* = 0.0015, Supplementary Fig. 3).

**Table 2:** Genes with differential expression in the *Gatad2b*^stop/+^ vs. *Gatad2b*^+/+^ pseudo-bulked comparison (Het vs. WT).

Gene	FC Het vs WT	FC KO vs WT	FC Ratio
Hist1h1e	0.687	1.040	1.513
Frmd4a	−0.311	−0.484	1.559
Cbx3	0.328	0.515	1.570
Ntrk2	−0.255	−0.403	1.579
Slc24a5	0.317	0.511	1.612
Gm10076	−0.467	−0.756	1.618
Rps29	−0.356	−0.583	1.639
Hist1h1b	0.375	0.618	1.647
Nrxn1	−0.287	−0.478	1.666
Uba52	−0.436	−0.731	1.676
Rps28	−0.353	−0.597	1.688
Atp5k	−0.277	−0.469	1.690
Itpr1	−0.263	−0.449	1.707
Gsdme	−0.277	−0.476	1.719
Hmgb2	0.336	0.580	1.727
H3f3b	0.375	0.654	1.745
Arpp21	−0.372	−0.654	1.759
Jund	0.320	0.563	1.761
Lsamp	−0.280	−0.512	1.828
Rpl38	−0.379	−0.692	1.829
Mef2c	−0.408	−0.769	1.884
Mdk	0.358	0.676	1.887
Ptn	−0.317	−0.602	1.897
Ptprd	−0.300	−0.575	1.914
Cdk2ap1	0.287	0.563	1.959
Mapt	−0.315	−0.625	1.982
Nfia	0.409	0.829	2.029
H1f0	0.264	0.536	2.029
Gatad2b	−0.305	−0.621	2.038
Grin2b	−0.343	−0.714	2.085

The fold change (FC) of the *Gatad2b*^stop/stop^ vs. *Gatad2b*^+/+^ analysis (KO vs. WT) is also shown. Although all Het vs. WT DEG were also differentially expressed in the KO vs. WT, genes presented here have a FC KO vs. WT/FC Het vs. WT > than 1.5, suggesting a direct relationship of Gatad2b deficiency with their expression level.

### Cell-type-specific transcriptome analysis identifies *Gatad2b* dosage-sensitive genes

We then compared gene expression of *Gatad2b*^stop/+^ vs. WT cells for each cluster to identify cell-type-specific DEGs in the *Gatad2b*^stop/+^ brain (Supplementary Fig. 4). We detected 251 DEGs (adjusted *p* value < 0.05 and log 2 absolute fold-change > 0.25) across all individual clusters, with 60% of the identified DEGs being downregulated in the *Gatad2b*^stop/+^ cortices. 

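Summed within the 11 tested classes, Het vs WT gave 1975 calls, 54.3% of them lower in Het, from 1487 unique genes, of which 348 were called in more than 1 class. DESeq2 made 2261 calls. Without a filter on low counts there were 4846 calls, and with the library prefix as a covariate 436, from 404 unique genes. The share lower in Het was 47.8% by DESeq2 and 40.6% with that covariate. Without Het replicate 4 there were 5740 calls, and without WT replicate 3 there were 714. The count was 929 and 968 without WT replicates 1 and 2 in turn, and 805, 1289 and 1214 without Het replicates 1 to 3. The paper's list for single clusters holds 251 pairs of gene and cluster. In the class that corresponds to each cluster, 249 could be fitted, 215 had the list's sign and 88 were called with it.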

Due to overlap in the DEGs between clusters, the 251 DEG includes 172 unique genes (Supplementary Table 5), with 43 genes differentially expressed in multiple clusters (Supplementary Table 6). 

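Layer II-IV-like cells had 934 called genes in Het vs WT, among 14173 tested. Layer V-VI-like cells had 278, striatal inhibitory-like cells 324, radial glia-like cells 254 and subventricular zone-like cells 151. Fewer genes were called in layer I-like cells (17), ganglionic eminence-like cells (15), erythroid-like cells (1) and pericyte- or fibroblast-like cells (1). In interneuron-like cells edgeR called 0 genes, with 1729 at an unadjusted p under 0.05, and DESeq2 called 54. Without Het replicate 4 edgeR called 343. In microglia-like cells edgeR called 0, with 423 at an unadjusted p under 0.05, and DESeq2 called 21. The count was 1 without WT replicate 1 and 2 without Het replicate 4. KO vs WT gave 1108 called genes in interneuron-like cells and 65 in microglia-like cells.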

Of note, *Gatad2b* haploinsufficiency caused significant alterations in gene expression in every cluster containing more than 500 cells (Supplementary Table 5).

We then leveraged information from the *Gatad2b*^stop/stop^ brains to identify genes likely to be direct targets of Gatad2b regulation by selecting those that were differentially expressed in *Gatad2b*^stop/+^ vs. WT, that also showed significant differential expression in *Gatad2b*^stop/stop^ vs. WT and in *Gatad2b*^stop/+^ vs. *Gatad2b*^stop/stop^ comparisons. In addition, the effect size should be larger in *Gatad2b*^stop/stop^ vs. WT than in the other two comparisons. This method identified 49 Gatad2b dosage-sensitive genes (Supplementary Table 7), which were significantly enriched in “neuron development” (*p* = 1.1E-12, Supplementary Fig. 5). 

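A gene was counted as dosage-sensitive in a class when it was called in Het vs WT, KO vs WT and KO vs Het with 1 sign and its change was largest in KO vs WT. This gave 714 calls from 606 genes, 334 higher and 380 lower in KO, and 94 genes met the criterion in more than 1 class. Layer II-IV-like cells held 467 of the calls, layer V-VI-like cells 151, radial glia-like cells 37 and subventricular zone-like cells 36. With the prefix as a covariate the count was 274, and the lowest count with 1 embryo left out was 383, without WT replicate 2. It was 386 without WT replicate 3 and 405 without Het replicate 1. Of the 71 pairs of gene and cluster in the paper's dosage-sensitive list, all were fitted and had the list's sign in both Het vs WT and KO vs WT, and 39 met the criterion. From genes changed in all 3 comparisons and most in Gatad2b stop/stop, the paper reasons that they are likely to be direct targets of Gatad2b regulation.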

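In layer V-VI-like cells, Bcl11b (ENSMUSG00000048251, chromosome 12, 107910403 to 108003602) had 547 ± 36.6 CPM (SD, n = 3) in WT, 636 ± 20.4 (SD, n = 4) in Het and 845 ± 14.9 (SD, n = 3) in KO. Het vs WT gave a log2 fold change of 0.22 (standard error 0.050, adjusted p = 0.0395), below the fold-change threshold for a call, and all 4 Het embryos were above all 3 WT embryos. The adjusted p ranged from 0.00132 to 0.203 over the alternative settings, with a log2 fold change of 0.11 to 0.24. It was 0.138 without WT replicate 2 and again without WT replicate 3, 0.130 without Het replicate 1 and 0.109 without Het replicate 3, and between 0.0520 and 0.0626 without any 1 KO embryo. Without WT replicate 1 the log2 fold change was 0.27, past the threshold for a call. In layer II-IV-like cells the values were 76.6 ± 4.73 CPM (SD, n = 3) in WT and 117 ± 11.0 (SD, n = 4) in Het, a log2 fold change of 0.61 (standard error 0.075, adjusted p = 0.000417). Clusters 0 and 1 of that class were also fitted alone, a choice made after the data had been seen. Het vs WT was then 0.58 (adjusted p = 0.000435) in cluster 0 and 0.17 (adjusted p = 0.448) in cluster 1. Fitted with the prefix as a covariate, Het vs WT was 0.24 (adjusted p = 0.198) in layer V-VI-like cells and 0.77 (adjusted p = 0.000534) in layer II-IV-like cells.

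**Figure D3:**
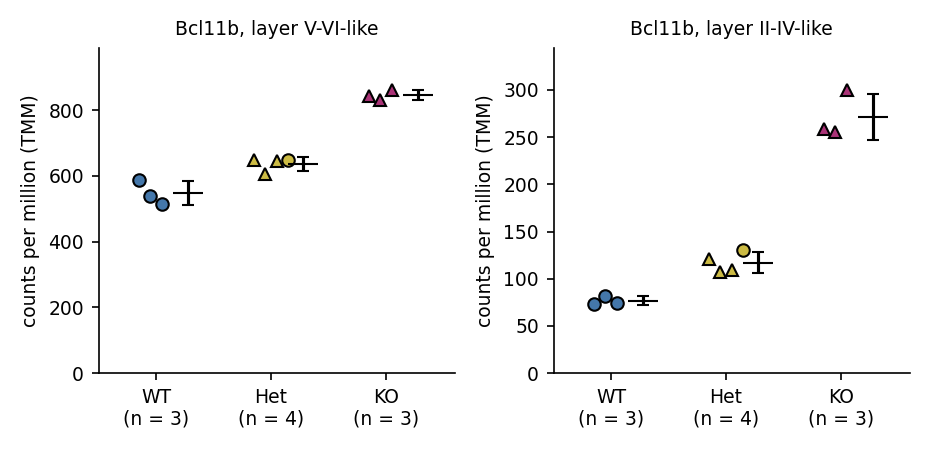
Bcl11b in CPM in layer V-VI-like and layer II-IV-like cells of WT, Het and KO embryos, with 1 point per embryo and bars at the mean ± SD. Circles are libraries that share the prefix of the WT embryos and triangles the others, and every Het embryo lies above every WT embryo in both classes.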

Interestingly, the scRNAseq data showed increased transcriptional expression of *Bcl11b* in layer V-VI neurons (clusters 3 and 11) in *Gatad2b*^stop/+^ cortex. This data, along with our observation of increased colocalization of Ctip2 (encoded by *Bcl11b*) and Satb2 immunostaining signal in *Gatad2b*^stop/+^ brain sections (Fig. 4), led us to evaluate the percentage of cells that co-expressed *Bcl11b* and *Satb2* across the different clusters. Consistent with the immunostaining data, we observed an elevated proportion of single cells co-expressing *Ctip2* and *Satb2* in layer V-VI (clusters 2 and 3) and layer II-IV (cluster 0) neurons. This increase was largest in the *Gatad2b*^stop/stop^ cortices, where we observed significant increase in expression of *Bcl11b* in neurons (clusters 0, 2–4 and 11), interneurons (clusters 1 and 7) and in subventricular progenitor cells (cluster 10) (Supplementary Table 8). 

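In KO vs WT the log2 fold change of Bcl11b was 0.63 (standard error 0.054, adjusted p = 1.50e-06) in layer V-VI-like cells. Layer II-IV-like cells rose to 271 ± 24.7 CPM (SD, n = 3), a log2 fold change of 1.82 (standard error 0.081, adjusted p = 1.59e-09). Interneuron-like cells had 428.6 ± 49.5 CPM (SD, n = 3) in WT, 475 ± 35.2 (SD, n = 4) in Het and 599 ± 28.4 (SD, n = 3) in KO, with 0.48 (standard error 0.088, adjusted p = 0.00817) for KO vs WT and 0.15 (adjusted p = 0.463) for Het vs WT. With the prefix as a covariate KO vs WT was 0.33 (adjusted p = 0.681) in interneuron-like cells, within a range of adjusted p-values from 4.71e-06 to 0.681 over the alternative settings. Subventricular zone-like cells had 94.6 ± 13.2 CPM (SD, n = 3), 95.1 ± 11.5 (SD, n = 4) and 169 ± 12.3 (SD, n = 3) in WT, Het and KO, with 0.83 (standard error 0.10, adjusted p = 3.39e-05) for KO vs WT and 0.0054 (adjusted p = 0.992) for Het vs WT. At resolution 0.8 Het vs WT was 0.26 (adjusted p = 0.0240), the only setting to call it, within a range of 0.0240 to 1 over the alternatives.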

Expression of Satb2 was not significantly different in these cells, suggesting that the enhanced expression of *Bcl11b* is not due to reduced transcription of its repressor Satb2. Conversely, *Lmo4*, suggested to promote Bcl11b expression by interfering with Satb2-mediated repression, was upregulated in cortical layer neurons (Cluster 0 and cluster 2) of *Gatad2b*^stop/+^ mice (Supplementary Table 8).

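Lmo4 (ENSMUSG00000028266, chromosome 3, 144188530 to 144205220) had 365 ± 24.0 CPM (SD, n = 3) in layer II-IV-like cells of WT, 282 ± 55.3 (SD, n = 4) of Het and 175 ± 11.8 (SD, n = 3) of KO embryos. The log2 fold change was -0.37 (standard error 0.12, adjusted p = 0.0535) in Het vs WT and -1.06 (standard error 0.13, adjusted p = 1.61e-05) in KO vs WT. Het embryos ranged from 203 to 323 CPM, with the lowest value in Het replicate 4, and WT embryos from 339.8 to 388. On the whole class Het vs WT was negative in every setting run, from -0.84 with the prefix as a covariate to -0.25, with adjusted p-values from 0.000279 to 0.0993. The adjusted p fell below 0.05 without Het replicate 2 (0.0482), without Het replicate 3 (0.0420) and without Het replicate 4 (0.0119). In clusters 0 and 1 of the class alone, chosen after the data had been seen, Het vs WT was -0.076 (adjusted p = 0.498) and -0.39 (adjusted p = 0.115). In layer V-VI-like cells the values were 424 ± 43.8 (SD, n = 3), 375 ± 62.1 (SD, n = 4) and 269 ± 21.1 CPM (SD, n = 3), with -0.18 (adjusted p = 0.367) for Het vs WT and -0.66 (adjusted p = 0.000677) for KO vs WT.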

## Discussion

The majority of *GATAD2B* variants associated with GAND are predicted to be loss of function, which suggests haploinsufficiency is the pathogenic mechanism of GAND. *GATAD2B* missense variants have also been identified in GAND subjects and localize within domains (CR1 or CR2) that are critical for protein-protein interactions between GATAD2B and other NuRD subunits (e.g. MBDs or CHDs), [5], which further suggests a functional haploinsufficiency effect [9, 34]. Although there is a small increased frequency of epilepsy in missense carrying subjects, GAND subjects possessing LoF and missense *GATAD2B* variants typically present with similar phenotypes, indicating that haploinsufficiency models should be appropriate to model GAND [5]. Our data shows that *Gatad2b* heterozygous mice, which express approximately 50% of *Gatad2b*, exhibit a cognitive phenotype substantiate the haploinsufficiency model of human GAND. How reduced *Gatad2b* expression results in the clinical presentation of GAND is unknown. However, our observation of defective cortical development in *Gatad2b* haploinsufficient mice suggests abnormal neurodevelopment as the underlying cause of GAND.

The cortex is a highly complex brain structure that is organized into six layers, with each layer containing highly specialized cell types that receive and extend different projections to and from specific targets. The complex organization of the cortex reflects the precise orchestration of cell replication, migration and differentiation during embryogenesis. The immunohistochemical data indicating cortical alterations in *Gatad2b* mutant brains, including increased Satb2-Ctip2 co-expression, suggested that *Gatad2b* is involved in the spatiotemporal regulation of gene expression in the developing cortex necessary for the organization of a wide variety of neuronal and non-neuronal cell types into a functional unit that supports cognitive processes. The scRNAseq data from Gatad2b haploinsufficient embryonic cortex revealed misexpression of key developmental genes. One example of this is the reduced expression of Pou3f2/Brn2, a transcriptional regulator that controls neural precursor proliferation [35–37], in subventricular progenitor cells from *Gatad2b*^stop/+^ cortices (Supplementary Table 5). 

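In subventricular zone-like cells, Pou3f2 (ENSMUSG00000095139, chromosome 4, 22482780 to 22488366) had 906 ± 60.2 CPM (SD, n = 3) in WT, 700.3 ± 42.0 (SD, n = 4) in Het and 641 ± 78.6 (SD, n = 3) in KO. Its log2 fold change was -0.37 (standard error 0.077, adjusted p = 0.0261) in Het vs WT and -0.50 (standard error 0.082, adjusted p = 0.000490) in KO vs WT. The sign of Het vs WT was negative in every setting, with adjusted p-values from 2.54e-06 to 0.207. Without WT replicate 1 the adjusted p was 0.131, and without WT replicate 2, WT replicate 3, Het replicate 1 or Het replicate 2 it was 0.0726, 0.0573, 0.0638 and 0.0653. Over all cells Het vs WT was -0.13 (adjusted p = 0.486).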

Interestingly, the scRNAseq data also showed elevated content of Mki67 in the ganglionic eminence cell cluster in these Gatad2b mutant brains. 

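Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) had 885 ± 64.1 CPM (SD, n = 3) in ganglionic eminence-like cells of WT, 821 ± 81.2 (SD, n = 4) of Het and 783 ± 80.3 (SD, n = 3) of KO embryos. The log2 fold change was -0.11 (standard error 0.084, adjusted p = 0.594) in Het vs WT and -0.18 (standard error 0.089, adjusted p = 0.258) in KO vs WT, with adjusted p-values from 0.248 to 1.00 and 0.149 to 1.00 over the alternative settings. With the prefix as a covariate the signs were positive, at 0.023 and 0.0015. Mki67 is among the 10 leading genes of the cluster that makes up this class, so a comparison within the class is between cells already chosen for cycling. Over all cells, where the share of cycling classes also counts, Het vs WT was 0.17 (standard error 0.11, adjusted p = 0.344) and KO vs WT 0.40 (standard error 0.12, adjusted p = 0.0215).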

Altogether, these data suggest cell type-specific abnormal cell proliferation associated to Gatad2 deficiency, likely decreasing proliferation in the SVZ and enhancing replication in the ganglionic eminence probably affecting cellular content in the cortex.

An additional example of altered gene expression in Gatad2b-deficient mice with potential to alter cortical development includes the significant increase of *Bcl11b* (Ctip2) expression in deep-layer neurons of Gatad2b heterozygous brains. Overexpression of *Bcl11b*, which is more pronounced in *Gatad2b*^stop/stop^ brains (Log2 FC in *Gatad2b*^stop/stop^ vs. WT is 0.8 while in *Gatad2b*^stop/+^ vs. WT is 0.35) likely reflects the incomplete repression of *Bcl11b* expression by NuRD and Satb2. The observed increase in *Bcl11b* may alter neuronal connections (e.g. transcallosal cortico-cortical projections) [38–40].

To better define the Gatad2b-regulated transcriptional programs involved in corticogenesis, we focused on genes with Gatad2b dose-dependent expression. Consistent with recent data suggesting repressive as well as activating activities of NuRD, genes identified as Gatad2b dosage-sensitive are upregulated and downregulated in Gatad2b mutant brains. Furthermore, some of these Gatad2b dose-sensitive genes were shared between different cell types, while others had more cell-type specificity. Gatad2b dosage-sensitive genes differentially expressed in multiple cell types include *H3f3b*, which has been previously shown to mediate neuronal fate specification through epigenetic transcriptional regulation [41] and to be associated with neuro-developmental delay, dysmorphic features, and brain abnormalities [42] and *Nfia*, which has been reported to control gliogenesis [43] and associated with brain malformations [44]. In addition, *Lmo4* and *Sox5*, which have been shown to participate in neuron differentiation [45–48] with SOX5 being clinically associated with an NDD with apraxia of speech [49]. 

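In layer II-IV-like cells H3f3b (ENSMUSG00000016559, chromosome 11, 116021912 to 116027962) had a log2 fold change of 0.37 (standard error 0.056, adjusted p = 0.00157) in Het vs WT and 0.68 (adjusted p = 6.79e-07) in KO vs WT. Layer V-VI-like cells gave 0.33 (standard error 0.057, adjusted p = 0.0102) and 0.70 (adjusted p = 1.57e-06). With the library prefix as a covariate Het vs WT was 0.23 (adjusted p = 0.0863) and 0.18 (adjusted p = 0.280) in these classes, the highest adjusted p of the settings run in each. Nfia (ENSMUSG00000028565, chromosome 4, 97772734 to 98118874) gave 0.61 (standard error 0.060, adjusted p = 8.73e-05) in Het vs WT and 1.36 (adjusted p = 2.69e-09) in KO vs WT in layer II-IV-like cells, and 0.59 (standard error 0.076, adjusted p = 0.00199) and 1.14 (adjusted p = 2.96e-07) in layer V-VI-like cells. It stayed below an adjusted p of 0.05 in Het vs WT in every setting run, with a highest value of 0.0427.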

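Sox5 (ENSMUSG00000041540, chromosome 6, 143828425 to 144781977) rose in layer II-IV-like cells, with a log2 fold change of 0.39 (standard error 0.091, adjusted p = 0.0176) in Het vs WT and 1.43 (standard error 0.098, adjusted p = 7.69e-08) in KO vs WT. With 1 embryo left out the adjusted p for Het vs WT ranged from 0.00559 to 0.0960, with 0.0960 without WT replicate 3 and 0.0501 without Het replicate 1. In layer V-VI-like cells the values were 0.24 (adjusted p = 0.214) and 0.85 (adjusted p = 6.46e-05). For Lmo4, KO vs Het was -0.69 (adjusted p = 0.00119) in layer II-IV-like cells and -0.48 (adjusted p = 0.00946) in layer V-VI-like cells.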

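Arpp21 (ENSMUSG00000032503, chromosome 9, 112065091 to 112235938) fell in layer II-IV-like cells, with a log2 fold change of -0.46 (standard error 0.072, adjusted p = 0.00208) in Het vs WT and -1.16 (adjusted p = 7.69e-08) in KO vs WT. Clusters 0 and 1 of that class were also fitted alone, a choice made after the data had been seen. Arpp21 was then -0.77 and -0.38 in Het vs WT and -1.31 and -0.89 in KO vs WT. In layer V-VI-like cells Het vs WT was -0.22 (adjusted p = 0.118) and KO vs WT -0.40 (adjusted p = 0.00176), the latter -0.16 (adjusted p = 0.435) with the prefix as a covariate, within a range of 8.37e-06 to 0.435 over the alternatives. For Grin2b (ENSMUSG00000030209, chromosome 6, 135713233 to 136173511) the values were -0.42 (standard error 0.078, adjusted p = 0.00512) and -1.31 (adjusted p = 5.15e-08) in layer II-IV-like cells and -0.26 (adjusted p = 0.0633) and -0.56 (adjusted p = 6.79e-05) in layer V-VI-like cells. In clusters 0 and 1 alone Grin2b was -1.01 and -0.33 in Het vs WT and -2.24 and -0.92 in KO vs WT. Without Het replicate 4 the adjusted p of Het vs WT in layer V-VI-like cells was 0.0110 for Arpp21 and 0.00269 for Grin2b. The library prefix as a covariate raised the adjusted p of Het vs WT in layer II-IV-like cells to 0.0904 for Arpp21 and 0.174 for Grin2b, the highest of the settings run for each.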

*Arpp21* and the autism gene *Grin2b*, that control dendritogenesis and branching [50, 51] were also Gatad2b dosage-sensitive genes differentially expressed in more than one cell cluster, with Grin2b being clinically associated with epilepsy and autism [52]. 

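In layer II-IV-like cells Frmd4a (ENSMUSG00000026657, chromosome 2, 4017717 to 4614043) had a log2 fold change of -0.25 (standard error 0.054, adjusted p = 0.0110) in Het vs WT, -0.48 (adjusted p = 1.81e-05) in KO vs WT and -0.23 (adjusted p = 0.0108) in KO vs Het. Robo1 (ENSMUSG00000022883, chromosome 16, 72308306 to 73046095) had 0.44 (standard error 0.076, adjusted p = 0.00394), 0.64 (adjusted p = 2.59e-05) and 0.20 (adjusted p = 0.0809) in the same comparisons. Under the prefix covariate Het vs WT was -0.13 (adjusted p = 0.415) for Frmd4a and 0.29 (adjusted p = 0.175) for Robo1. In cluster 0 of the class alone, chosen after the data had been seen, Robo1 was 0.21 (adjusted p = 0.225) in Het vs WT and 0.25 (adjusted p = 0.0912) in KO vs WT, against adjusted p-values of 3.84e-07 to 0.175 and 2.23e-13 to 0.0183 over the alternatives on the whole class, and cluster 1 alone gave 0.57 (adjusted p = 0.000569) and 1.04 (adjusted p = 1.10e-07). The adjusted p of Frmd4a in Het vs WT ranged from 0.000526 to 0.0677 with 1 embryo left out, with 0.0503 without WT replicate 1 and 0.0677 without WT replicate 3.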

Cell cluster-specific Gatad2b dosage-sensitive genes include *Frmd4a*, associated with intellectual disability [53, 54] and *Robo1* that mediates proliferation and neurogenesis in development and is clinically associated with a neurodevelopmental disorder [55, 56] in cluster 0 (Layer II-VI). In cluster 1 interneurons, *Cdkn1c*, involved in cell survival during cortex development and Beckwith-Wideman syndrome [57, 58] along with the dendritic organizer *Chl1* [59] were identified as dosage-sensitive genes. 

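In interneuron-like cells Cdkn1c (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050) had a log2 fold change of 0.33 (standard error 0.063, adjusted p = 0.204) in Het vs WT and 0.84 (adjusted p = 5.77e-05) in KO vs WT. Het vs WT had an adjusted p of 0.00186 by DESeq2, within a range of 0.00186 to 1.00 over the settings, and 0.0273 without Het replicate 4. Chl1 (ENSMUSG00000030077, chromosome 6, 103510586 to 103750211) had -0.21 (standard error 0.075, adjusted p = 0.284) and -0.82 (adjusted p = 0.000214), and the adjusted p for Het vs WT was 0.0943 to 1.00 over the settings. KO vs WT lost the threshold with the prefix as a covariate, at -0.81 (adjusted p = 0.0692), within a range of 9.59e-21 to 0.0692. Every Het embryo was above every WT embryo for Cdkn1c, and the groups did not overlap for Chl1.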

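Dpy19l1 (ENSMUSG00000043067, chromosome 9, 24411776 to 24503140) in layer V-VI-like cells had a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.0417) in Het vs WT and 1.57 (standard error 0.11, adjusted p = 3.01e-07) in KO vs WT. The adjusted p for Het vs WT was 0.0221 to 0.135 with 1 embryo left out and 0.000589 to 0.0864 over the other settings. It stayed below 0.05 without Het replicates 2, 3 and 4 and not without any other embryo. For Bcl11b in the same class KO vs Het was 0.41 (adjusted p = 8.13e-05).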

Layer V-VI cluster-specific dosage-sensitive genes include a regulator of neuron migration, *Dpy19l1* (cluster 2) [60] and *Bcl11b* (cluster 3), which is clinically associated with neurodevelopmental and immunological disorder [61]. Thus, we have uncovered genes involved in proliferation, migration and differentiation, many of which are involved in neurodevelopmental disorders, as being associated with Gatad2b expression. These data support a critical role for Gatad2b in the regulation of neural migration, neural proliferation, and the cell cycle during cortical development. Since these data are correlative, follow up experiments will determine whether the identified genes are direct targets of Gatad2b regulation, are part of a Gatad2b regulated program, or are dysregulated as a secondary response to altered corticogenesis.

Our data showing that homozygous mutation of Gatad2b is inconsistent with survival indicates that, similar to its paralog Gatad2a [62], Gatad2b plays an essential role in development. This is consistent with absence of identified homozygous carriers of *GATAD2B* loss of function mutations in humans. Interestingly, *Gatad2b*^stop*/stop*^ mice die perinatally, while Gatad2a KO mice die early during embryonic development. The distinct outcomes of homozygous mutation of the two paralogs could reflect functional specialization or, alternatively, similar functionality but differences in the timing/pattern of expression. The identification of Gatad2b and Gatad2a as mutually exclusive subunits in NuRD complexes [10, 63], together with the observation of a lack of compensatory activity in the observed lethality of Gatad2a^−/−^ and Gatad2b^stop/stop^ of the reciprocal paralog [62], suggests functional specification of both paralogs and in turn of the different NuRD complexes (e.g. GATAD2A-NuRD or GATAD2B-NuRD). Our transcriptional data suggest that haplo-insufficiency for Gatad2b does not induce compensatory upregulation of Gatad2a expression, suggesting a lack of regulatory feedback mechanisms between the two genes in mice. 

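Gatad2a (ENSMUSG00000036180, chromosome 8, 69907076 to 69996384) had 50.3 ± 1.91 CPM (SD, n = 3) over all cells in WT, 54.7 ± 3.15 (SD, n = 4) in Het and 68.5 ± 3.88 (SD, n = 3) in KO. The log2 fold change was 0.12 (standard error 0.053, adjusted p = 0.167) in Het vs WT and 0.45 (standard error 0.056, adjusted p = 0.000214) in KO vs WT. Over the alternative settings the adjusted p was 0.145 to 0.257 for Het vs WT and 3.12e-11 to 0.00133 for KO vs WT. As a mean over classes with equal weight, the log2 fold change was -0.011 in Het vs WT and 0.21 in KO vs WT.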

Whether Gatad2b haploinsufficiency effects are the result of reduced levels of functional NuRD, abnormally composed NuRD or even yet unknown NuRD-independent functions of Gatad2b is not known. The significant overlap of phenotypes between CHD3-, CHD4-, and CHD5-related disorders and GAND suggests a shared pathogenesis mechanism involving NuRD function/chromatin deposition [5, 6, 64–66].

These studies provide important resources for the GAND research community: we validated a mouse model for GAND that will be instrumental for identification of pathogenesis mechanisms and for therapeutic studies; we highlight cortical development as an important pathogenetic component of the disease; we identified cell-type specific transcriptional dysregulation associated with Gatad2b haploinsufficiency and linked Gatad2b to proliferation, migration and differentiation of neural progenitor cells. Our findings underscore the complex nature of the pathogenesis of GAND, which involves alterations in multiple genes and cell types. We hypothesize that the effect of Gatad2b haploinsufficiency in cortex development is the result of this collective transcriptional change, which in turn drives pathogenesis and behavioral disturbances. Future cellular and epigenetic profiling would be critical to identify cell autonomous vs non-autonomous effects, and analysis of other developmental stages will be important to define the Gatad2b transcriptional program.

### Supplementary information

Supplementary figures

Dataset 1

supplementary tables

## Data Availability

Single-cell RNA-sequencing data are available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE244477.

# Supplementary material for: Gatad2b, associated with the neurodevelopmental syndrome GAND, plays a critical role in neurodevelopment and cortical patterning
**Source:** Transl Psychiatry. 2024 Jan 18;14:33. doi: 10.1038/s41398-023-02678-x
**Supplement:** Supplementary file 1 — Supplementary figures

Supplementary figure 1.

*Gatad2b* targeted allele. Insertion of a *LacZ* trapping cassette and a floxed promoter-driven *Neo* cassette inserted into the intron of *Gatad2b* is expected to disrupt gene function.

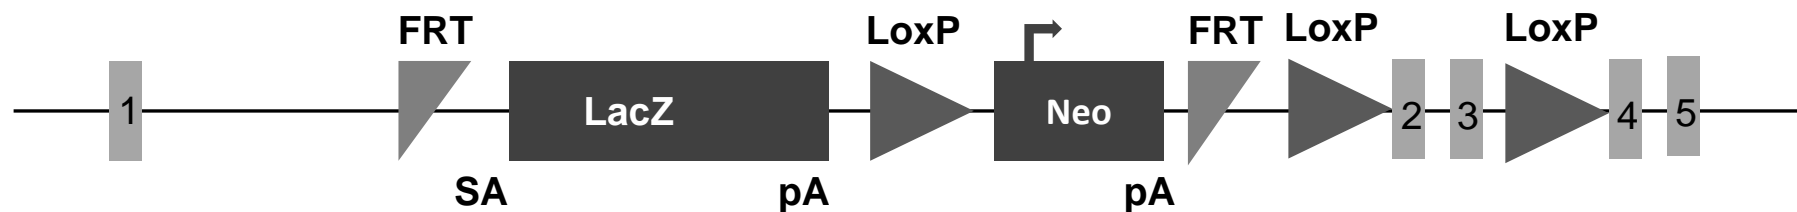

Supplementary Figure 2.

**A.** Measurement of nasal width. A digital caliper was used to measure the distance between the most lateral 3<sup>rd</sup> row of vibrissae in anesthetized *Gatad2b*<sup>stop/+</sup> (n=8) and *Gatad2b*<sup>stop/+</sup> (n=7) mice (\*p=0.0002, unpaired Student's t-test). No significant difference was measured in head width.

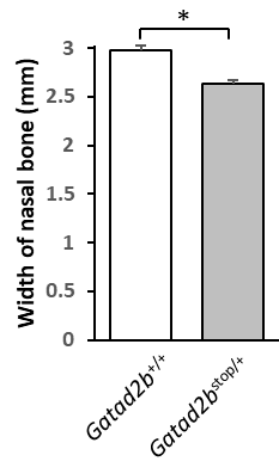

**B.** Facial dysmorphology in *Gatad2b*<sup>stop/+</sup> mice. The nasion (arrow), was elevated in the majority of the heterozygous mice.

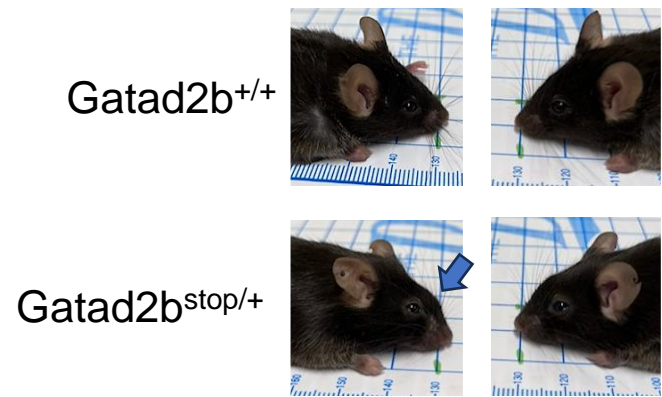

|                             | Curved |
|-----------------------------|--------|
| +/+                         | 14%    |
| Stop/+                      | 85%    |
| chi-square p-value: 0 .0187 |        |

Supplementary figure 3.

Enrichment of genes matching membership term: **neuron development** . The outer pie shows the number and the percentage of genes in the background that are associated with the membership (in black); the inner pie shows the number and the percentage of genes in the individual input gene list that are associated with the membership. The p-value indicates whether the membership is statistically significantly enriched in the list.

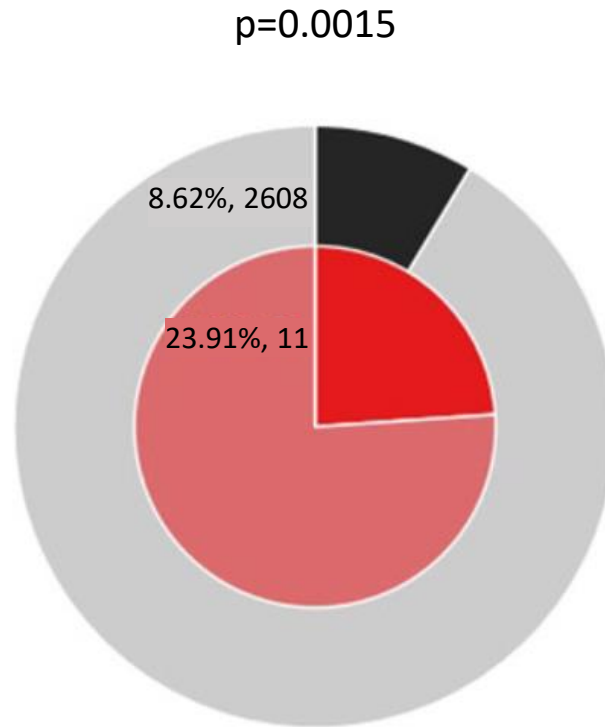

Supplementary Figure 4.

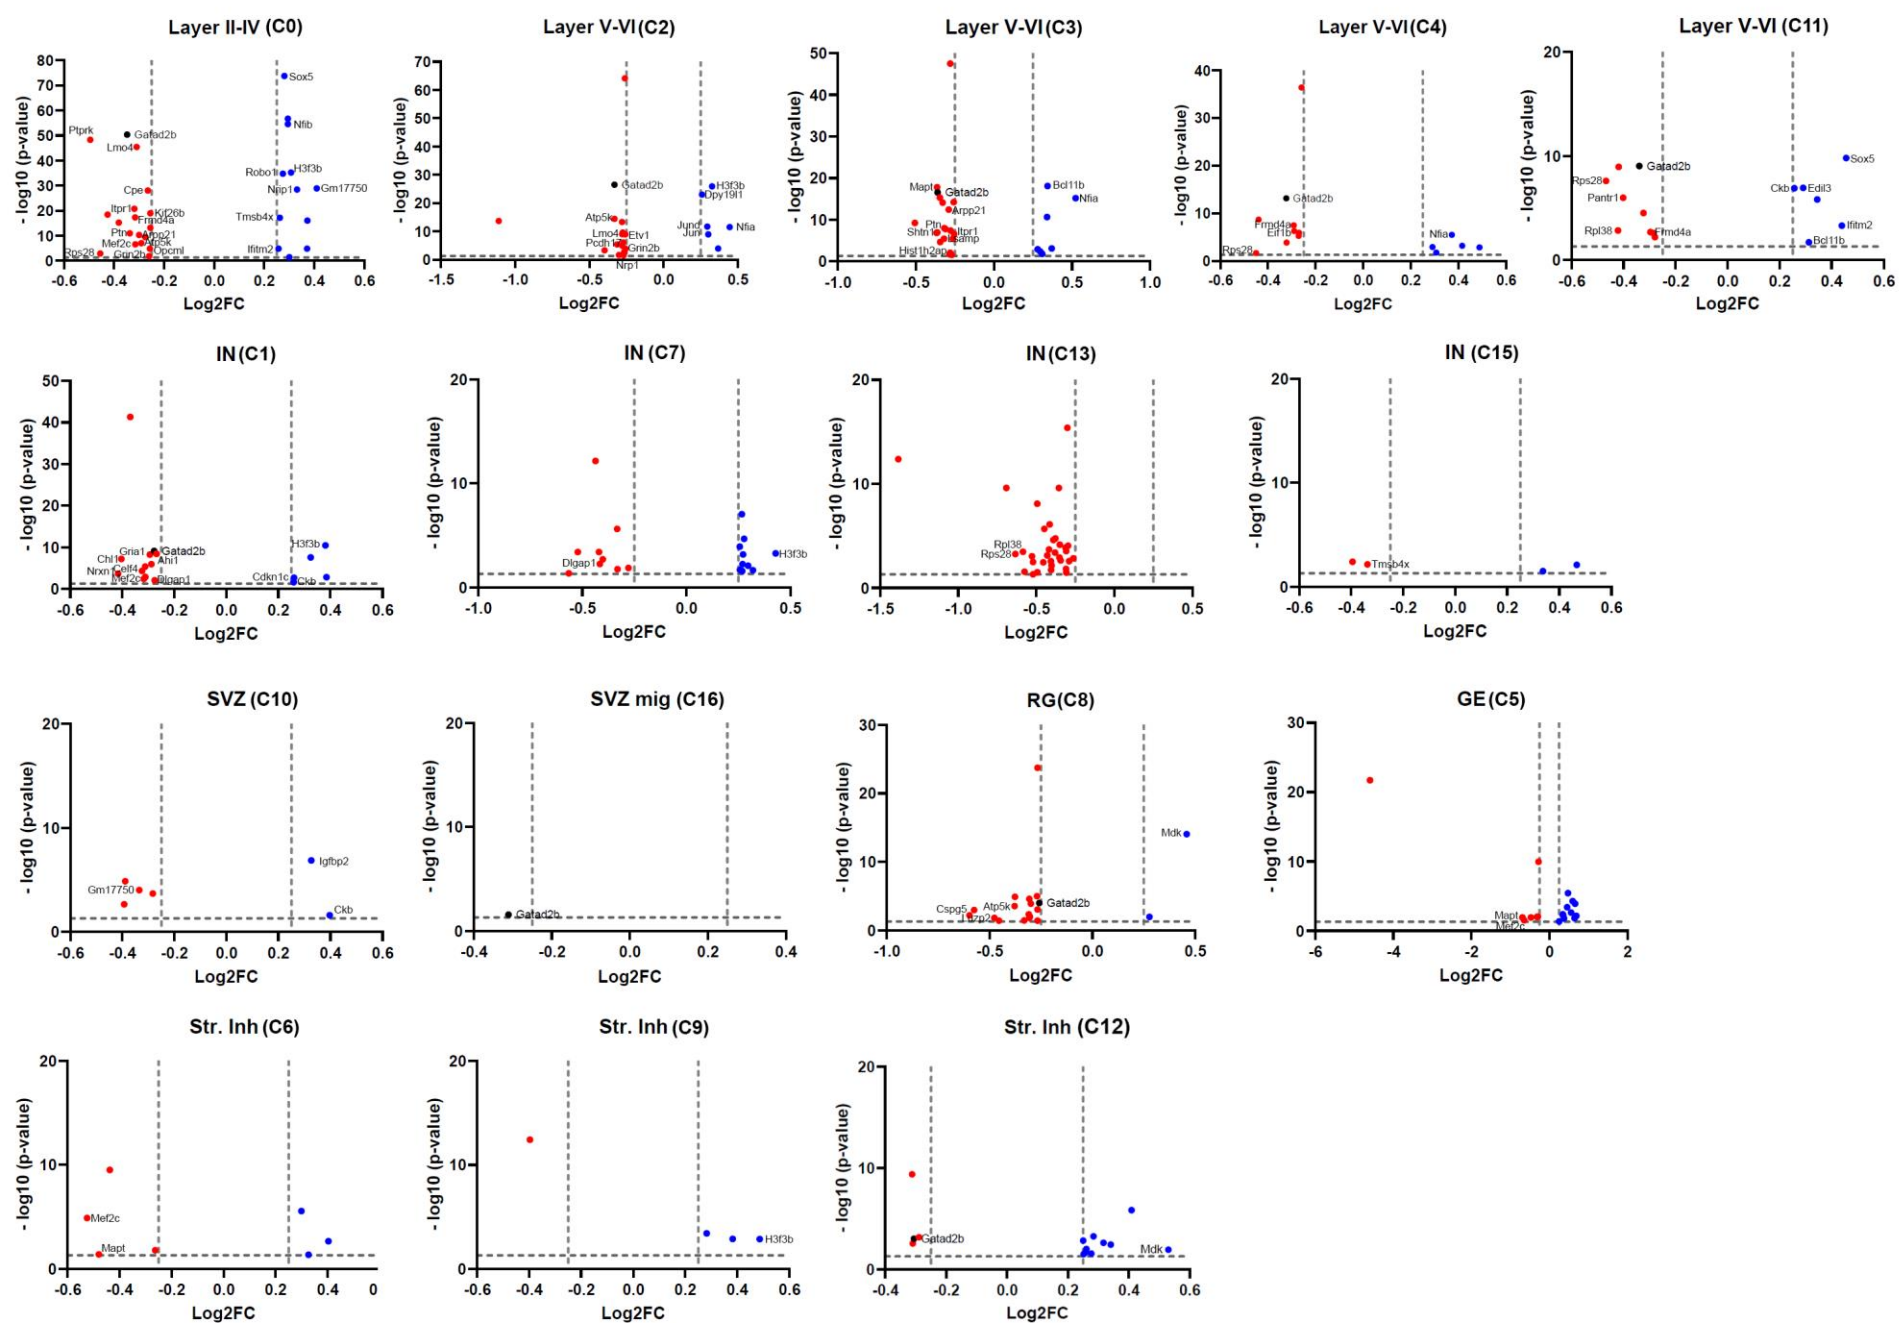

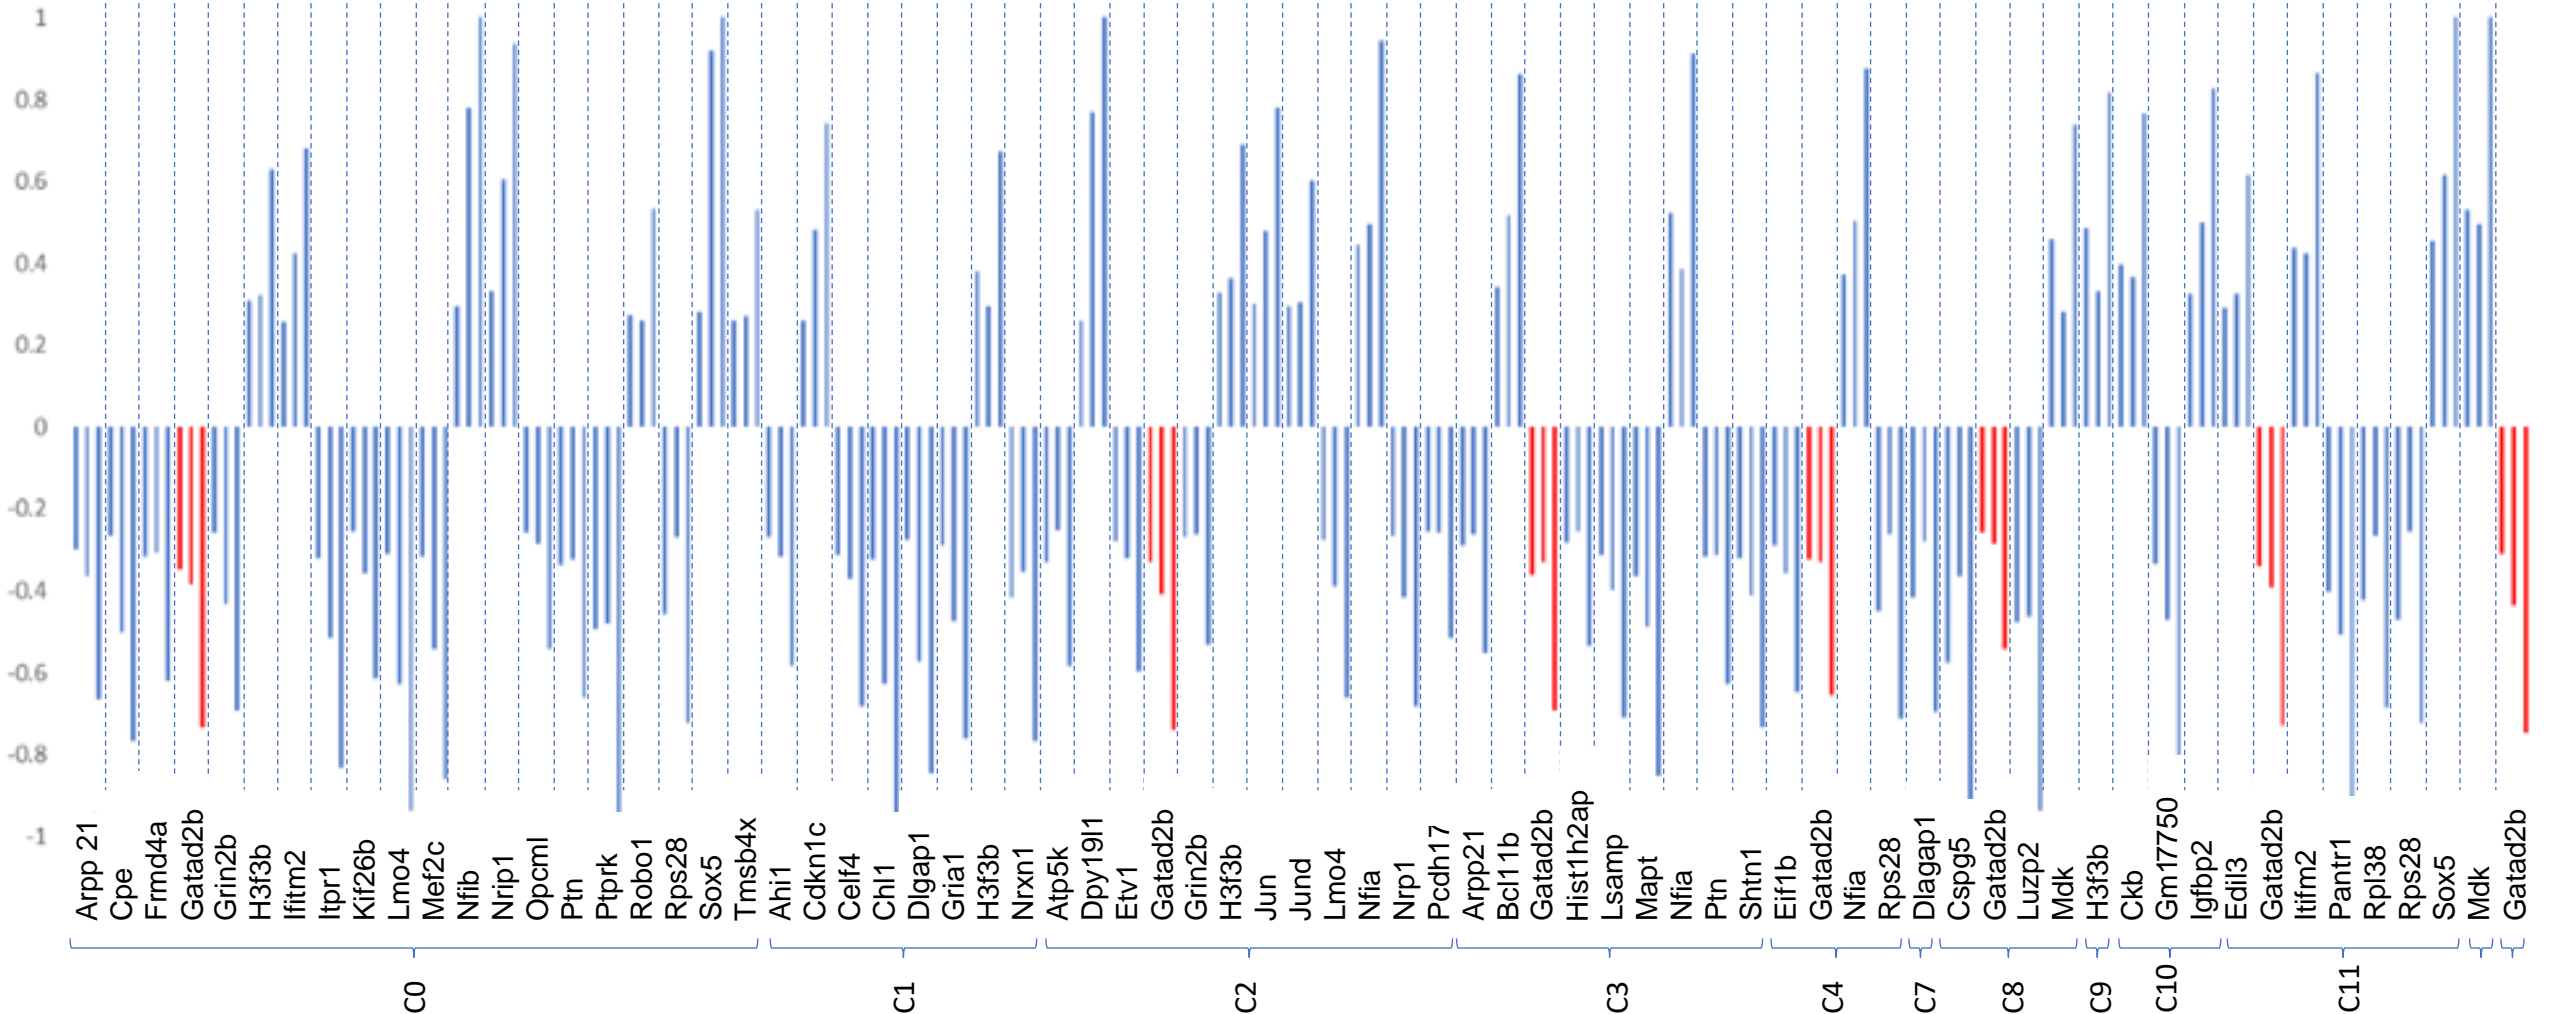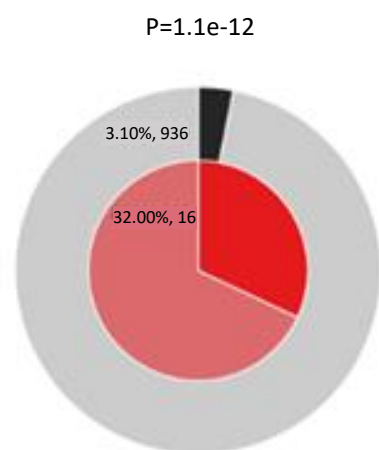

P=1.1e-12

Enrichment of genes matching membership term: neuron development (GO:0048666 ). The outer pie shows the number and the percentage of genes in the background that are associated with the membership (in black); the inner pie shows the number and the percentage of genes in the individual input gene list that are associated with the membership. The p-value indicates whether the membership is statistically significantly enriched in the list.

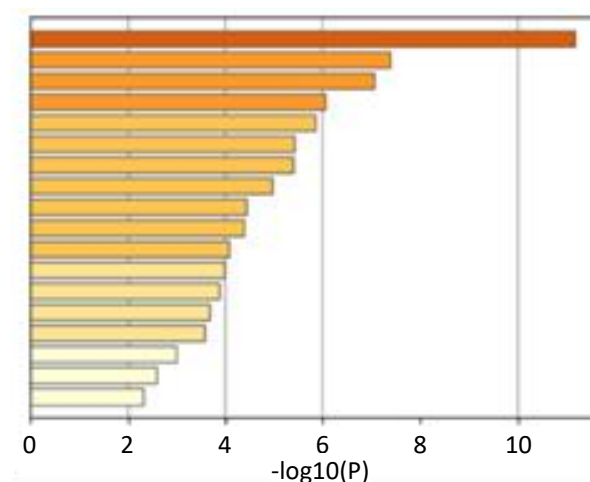

GO:0000902: cell morphogenesis  
 GO:0050678: regulation of epithelial cell proliferation  
 GO:0007610: behavior  
 GO:0031346: positive regulation of cell projection organization  
 GO:0007423: sensory organ development  
 GO:1901214: regulation of neuron death  
 GO:2000347: positive regulation of hepatocyte proliferation  
 GO:0072001: renal system development  
 GO:0071277: cellular response to calcium ion  
 GO:00415165: cell fate commitment  
 GO:0007416: synapse assembly  
 GO:0050795: regulation of behavior  
 mmu04724: Glutamatergic synapse- Mus musculus  
 GO:0010837: regulation of keratinocyte proliferation  
 GO:0051129: negative regulation of cellular component organization  
 GO:2000736: regulation of stem cell differentiation  
 mmu05171: Coronavirus disease – COVID-19 – Mus musculus  
 mmu05322: Systemic lupus erythematosus – Mus musculus

# Supplementary material for: Gatad2b, associated with the neurodevelopmental syndrome GAND, plays a critical role in neurodevelopment and cortical patterning
**Source:** Transl Psychiatry. 2024 Jan 18;14:33. doi: 10.1038/s41398-023-02678-x
**Supplement:** Supplementary file 3 — supplementary tables

# Supplemental Table 2

Top 10 clusters with their representative enriched term. "Count" is the number of genes in the list of genes with developmental expression correlated to GATAD2B (excluding GATAD2B) with membership in the given ontology term. "%" is the percentage of all of the user-provided genes that are found in the given ontology term (only input genes with at least one ontology term annotation are included in the calculation). "Log10(P)" is the p-value in log base 10. "Log10(q)" is the multi-test adjusted p-value in log base 10.

How the deposited data were processed for this re-analysis (not part of the article)

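Single-cell RNA sequencing libraries (10X Genomics 3′ version 3) of the cortex of 10 mouse embryos at E16.5 were used: 3 WT, 4 Gatad2b stop/+ (Het) and 3 Gatad2b stop/stop (KO), with 1 library per embryo. The authors aligned the reads to mm10 and deposited, for each embryo, a matrix of UMI counts per gene and cell barcode without normalization. The values were checked to be whole numbers. The file headers name a later Cell Ranger release than the methods. The methods give no settings for the calling of cells.

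Cells with at least 1000 UMIs and at most 10% mitochondrial UMIs were kept, which are the paper's filters. The total of kept UMIs per embryo had medians of 108430825 in WT, 96462996 in Het and 98456556 in KO. The median UMIs per cell of an embryo ranged from 10795 to 17077.5. Doublets were scored with the Scrublet method in scanpy 1.11.5. The thresholds it chose itself marked 0.0128% to 1.95% of the cells of an embryo. The highest-scoring share expected from the number of barcodes was therefore marked instead, 4.12% to 6.48%. Marked cells were kept in the main analysis and removed in an alternative.

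Clustering used Seurat 5.3.0 in R 4.3.3. Counts were log-normalized, and 2000 variable genes were chosen without sex, hemoglobin and rDNA genes and without Gatad2b, Bcl11b, Lmo4, Pou3f2, Mki67 and 1 further tested gene, which is not reported here. Embryos were integrated by reciprocal PCA anchors, correcting 30 principal components, and clustered at resolution 0.4. Clusters were named from lists of markers fixed before the data were examined, as were the tests and the alternatives unless stated. A cluster took the class whose markers had the highest mean z-score over clusters, if that score was at least 0.5 and at least 3 markers were found in at least 10% of its cells. Classes within 0.4 of the best score were decided by the number of markers among the 10 genes with the largest fold, with a pseudocount of 0.1 counts per 10000. Clusters with few UMIs per cell, such as cluster 14, stayed unnamed in such cases. Markers found in several lists were not used. These thresholds were set after shares per embryo had been seen, over 2 scorings and 2 resolutions, and were chosen on the markers. Cluster numbers are those of this clustering, not the paper's.

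For tests of genes, UMIs were summed per embryo, over all cells and within each class with at least 20 cells in every embryo. All 10 embryos were fitted together with edgeR 4.0.16 (limma 3.58.1) by filterByExpr, TMM normalization and the quasi-likelihood F-test, without covariates. Fold changes and adjusted p-values of genes are from this fit unless DESeq2 is named. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.25. In statements on single genes across settings, the adjusted p alone was compared with 0.05. Values of embryos are TMM-normalized CPM unless stated. DESeq2 1.42.0 gave the alternative test. Genes were named in the text if the paper names them for these data. The 5 largest increases and 5 largest decreases over all cells in Het vs WT and in KO vs WT were also named, among called genes whose mutant and WT embryos do not overlap. The paper's tables had been seen when this rule was written.

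Shares of cells were compared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Two-sided exact permutation tests went over all 35 splits of 3 and 4 embryos or all splits of 3 and 3, and the trend over 0, 1 and 2 mutant alleles over all 4200 assignments. Figures were drawn with matplotlib 3.10.9.

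The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts, the replicate number as a block, the library prefix as a covariate, and only the 2 groups compared. For cells they were removal of doublets, at least 3000 UMIs, and at most 5% mitochondrial UMIs. For classes they were no integration, resolution 0.8, the tested genes kept among the variable genes, and shares without erythroid, choroid plexus, pericyte and unnamed clusters. Further ones were a mean over classes with equal weight, comparisons within the libraries of 1 prefix, clusters 0 and 1 of the layer II-IV-like class alone, cluster 14 counted as interneuron-like, and log2 values of counts per 10000 plus 1. Each embryo was also left out in turn.

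The tests of genes were tested on simulated data, in which counts drawn from the fitted spread carried known changes. In Het vs WT, 70.3% of the changed genes were called over all cells, 76.8% in layer II-IV-like cells, 84.1% in layer V-VI-like cells, 55.4% in interneuron-like cells and 0% in microglia-like cells. Over the classes and comparisons, 0 to 18 unchanged genes were called. Endothelial-like cells were not tested for genes, since too few cells were found in some embryos. Enrichment of gene sets was not tested, since no gene sets were at hand. The histology, behavior and human variants were not part of the data.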

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

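The tests on low-UMI cells were chosen only after their result was seen, and the tests on endothelial-like cells and on genes near 0 before it.

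Of 33 measures with 4 Het embryos, 7 had 1 Het embryo far from the others, by a gap over the group's range above 0.829. Chance flags about 1 in 20 groups. Het replicate 4 was the distant embryo in 2 of them. The measures and ratios were the endothelial-like share in Het replicate 3 (0.989), the erythroid-like share in Het replicate 4 (0.841) and the radial glia-like share in Het replicate 2 (0.830). The others were the inhibitory share of neurons in Het replicate 1 (0.877), the share of low-UMI clusters in Het replicate 4 (0.928), Bcl11b in layer V-VI-like cells in Het replicate 2 (0.911) and 1700012B09Rik over all cells in Het replicate 3 (0.892). Apart from the endothelial-like and low-UMI shares, no explanation of these was tested.

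The endothelial-like share was 6.09% in Het replicate 3, with 342 cells in that cluster. Its cells had a mean of 1.14 endothelial markers detected, against 3.26 to 4.95 in the other embryos, and 17.3% of them had at least 3. Cells of another type placed in the cluster may therefore make up most of this share. The cells with at least 3 markers were 1.05% of that embryo's cells and 0.119% to 0.615% of the others', so that a higher share of endothelial cells in this embryo stays open. With 1 embryo of its genotype showing it, no biological explanation was tested.

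Clusters of cells with few UMIs held 8.22% ± 0.415 (SD, n = 3) of the cells in WT, 4.69% ± 1.92 (SD, n = 4) in Het and 3.60% ± 1.68 (SD, n = 3) in KO. The exact permutation p was 0.0571 for Het vs WT and 0.1 for KO vs WT, and the trend had r = -0.780 (permutation p = 0.0119). Het replicate 4, which shares its library prefix with WT, had 7.57%, and Het replicates 1 to 3 had 3.68%, 3.90% and 3.62%. A difference between the libraries of the 2 prefixes is a candidate explanation for the lower share in the mutants. Loss of a cell type could not be decided. Of the cells outside these clusters, interneuron-like cells were 17.2% ± 0.996 (SD, n = 3) in WT, 16.5% ± 1.96 (SD, n = 4) in Het and 15.3% ± 1.66 (SD, n = 3) in KO, a difference of -0.699 points in Het vs WT (exact permutation p = 0.629) and -1.94 in KO vs WT (exact permutation p = 0.200). Of these clusters 24 was microglia-like, and 14 and 16 stayed unnamed, cluster 14 with its highest score for interneuron markers. Of the embryos with Xist, WT replicate 2 had 7.86% and Het replicate 4 the value above, 2.24 points or more above the other 5 (1.96% to 5.33%). Of the 2 with Y-linked UMIs, WT replicate 1 had 8.68% and Het replicate 2 the value above. This argues against the sex of the embryos as the whole cause, and the number of mutant alleles stays open beside the prefix.

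The effect of the genotype differed between layer II-IV-like and layer V-VI-like cells for Bcl11b and Lmo4, by the trend over alleles of the difference between the classes within each embryo, adjusted over the 4 measures tested. For Bcl11b r was 0.955 (permutation p = 0.000476, the smallest they can give, adjusted p = 0.00190), and the log2 difference between the classes rose by 0.39 in Het (exact permutation p = 0.0286) and 1.19 in KO. For Lmo4 r was -0.764 (permutation, adjusted p = 0.0119), with -0.40 in KO and -0.21 in Het (exact permutation p = 0.143). Cluster 0 held 39.9%, 46.8% and 58.9% of the layer II-IV-like class in WT, Het and KO, and cluster 1 46.2%, 40.1% and 33.8%. In clusters 0 and 1 alone, chosen after the data had been seen, KO vs WT for Bcl11b was 1.30 and 1.90, both above the 0.63 of layer V-VI-like cells, so that a shift between these clusters is not the whole cause in KO. For Lmo4 it was -0.40 and -1.37, against -0.66 in layer V-VI-like cells, so that the difference between the classes was not held in cluster 0 and such a shift stays open. Het vs WT was 0.58 (adjusted p = 0.000435) and 0.17 (adjusted p = 0.448) for Bcl11b, against an adjusted p of 8.96e-13 to 0.00985 over the alternatives on the whole class, and -0.076 (adjusted p = 0.498) and -0.39 (adjusted p = 0.115) for Lmo4, against 0.000279 to 0.0993. The shift may explain part of the change in Het.

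Outside the paper's lists of changed genes, 205 genes with a mean under 1 CPM in WT were called higher in KO by a log2 fold change over 1. With a pseudocount of 0.05 CPM their median log2 change was 1.08 in KO, 0.54 in Het replicates 1 to 3 and 0.39 in Het replicate 4. KO minus Het replicates 1 to 3, within 1 prefix, kept a median of 53.3% of the change (0.55). The genes were chosen for high values in the same KO embryos, which raises that value under any cause, so a difference between the libraries of the 2 prefixes stays open as the whole cause. RNA from other cells and the share of classes were not tested for them, and a release of silenced genes with 2 mutant alleles stays open as a hypothesis.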

How the results depend on the processing

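The tests within clusters 0 and 1 of the layer II-IV-like class, the shares with cluster 14 counted as interneuron-like and the values on the scale of counts per 10000 were chosen only after the result was seen, and the other alternatives before.

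Of the values of main results with 1 embryo left out, 449 kept their direction and side of the threshold, or stayed within the spread or within 1.5 times the count. 31 moved, 9 changed sign, 21 lost the threshold and 3 passed it. Of the other alternatives 440 kept theirs, 34 moved, 24 changed sign, 14 lost the threshold and 5 passed it. Of the values for the other named genes, 462 with 1 embryo left out and 513 of the other alternatives kept direction and side, and 72 and 51 lost the threshold in the same direction, 3 and 10 passed it, and 3 and 3 changed sign. The threshold for single genes here is an adjusted p of 0.05. A value is marked where it passed or lost that threshold or changed sign, and the others moved. Unless stated below, the cause was not tested.

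The library prefix as a covariate, which only Het replicate 4 separates from genotype, lowered counts to 41 genes over all cells in Het vs WT and 1467 in KO vs WT, 436 and 4706 by class, and 274 dosage-sensitive calls. Of the 44 listed genes 4 were called in Het vs WT and 21 in KO vs WT, and 14 and 23 passed when adjusted over the list alone. Cdk2ap1 was 0.059 (threshold lost) in Het vs WT and 0.35 (threshold lost) in KO vs WT, Bcl11b in layer V-VI-like cells 0.24 (threshold lost) and Pou3f2 in subventricular zone-like cells -0.42 (threshold lost) in Het vs WT. Mki67 in ganglionic eminence-like cells was 0.023 (sign changed) in Het vs WT and 0.0015 (sign changed) in KO vs WT. Lmo4 in layer II-IV-like cells was -0.84 (threshold passed) in Het vs WT. Het vs WT rests on Het replicate 4 alone in this fit, so a threshold can be lost without a smaller change. This was so for Bcl11b in layer V-VI-like cells and for Pou3f2, at 0.22 and -0.37 without the covariate.

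Within the prefixes, Het replicate 4 minus WT was 0.230 (sign changed) percentage points for the interneuron-like share and 0.610 (sign changed) for the inhibitory share of neurons. KO minus Het replicates 1 to 3 was 1.79 points for the subventricular zone-like share and 0.956 for the ganglionic eminence-like share, and 5 classes did not overlap between those groups, where chance separates 10%.

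With the replicate number as a block, which pairs embryos that share only a number (r of paired embryos from -0.185 to 0.125), Het vs WT had 1850 called genes over all cells and 6122 by class. In the block fit Lmo4 in layer II-IV-like cells was -0.25 (threshold passed) and Bcl11b in subventricular zone-like cells -0.028 (sign changed) in Het vs WT. Het replicate 4 has no partner and adds nothing to the comparisons of this fit.

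With only the 2 groups compared, so with fewer embryos to estimate the spread, Het vs WT had 159 called genes over all cells, of which 17 of the 44 listed, and Cdk2ap1 was 0.62 (threshold lost) and Bcl11b in layer V-VI-like cells 0.22 (threshold lost). DESeq2's Wald test called 1002 genes over all cells in Het vs WT. No filter on low counts gave 4846 calls by class in Het vs WT and 1345 dosage-sensitive calls, and -0.38 (threshold passed) for Lmo4 in layer II-IV-like cells in Het vs WT.

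Without doublets, Cdk2ap1 was 0.60 (threshold lost) and Bcl11b 0.21 (threshold lost) in layer V-VI-like and -0.00067 (sign changed) in subventricular zone-like cells in Het vs WT. With at least 3000 UMIs, Cdk2ap1 was 0.60 (threshold lost) in Het vs WT. The interneuron-like share then differed by 0.513 (sign changed) points in Het vs WT and the inhibitory share by 1.69 (sign changed) in Het vs WT and 1.03 (sign changed) in KO vs WT (trend r = 0.128 (sign changed)). With at most 5% mitochondrial UMIs, the interneuron-like share differed by 1.02 (sign changed) in Het vs WT and 0.366 (sign changed) in KO vs WT (trend r = 0.113 (sign changed)), the inhibitory share by 2.75 (sign changed) and 2.86 (sign changed) (trend r = 0.390 (sign changed)), and Bcl11b in subventricular zone-like cells was -0.090 (sign changed) in Het vs WT. The radial glia-like share then differed by 1.66 points in KO vs WT (trend r = 0.792 (threshold passed)) and the ganglionic eminence-like share by 2.51. Lmo4 in layer II-IV-like cells was -0.45 (threshold passed) in Het vs WT.

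Clustering without integration gave 0.11 (threshold lost) for Bcl11b in layer V-VI-like cells and -0.36 (threshold lost) for Pou3f2 in Het vs WT. In KO vs WT it gave 0.00032 (sign changed) for Mki67. Differences of shares became -0.490 (sign changed) points for radial glia-like cells in Het vs WT and 3.60 and 3.56 for subventricular zone-like and ganglionic eminence-like cells in KO vs WT.

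Resolution 0.8 gave 0.16 (threshold lost) for Bcl11b in layer V-VI-like cells and -0.23 (threshold lost) for Pou3f2 in Het vs WT, and 0.26 (threshold passed) for Bcl11b in subventricular zone-like cells. Shares differed by -0.314 (sign changed) points for radial glia-like and 0.323 (sign changed) for interneuron-like cells in Het vs WT, and the inhibitory share by 0.264 (sign changed) in KO vs WT (trend r = 0.0335 (sign changed)). KO vs WT was 4.89 points for subventricular zone-like cells, a wider class there, and 2.64 for ganglionic eminence-like cells.

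With the tested genes kept among the variable genes, the radial glia-like share differed by -1.16 (sign changed) points in Het vs WT and -0.731 (sign changed) in KO vs WT (trend r = -0.292 (sign changed)), and the ganglionic eminence-like share differed by 2.60 in KO vs WT. Without erythroid, choroid plexus, pericyte and unnamed clusters in the denominator, the interneuron-like share differed by -2.50 points in KO vs WT. With cluster 14 counted it differed by -2.61 there.

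With equal weight per class, Gatad2a was -0.011 (sign changed) in Het vs WT and 0.21 in KO vs WT. In cluster 1 of the layer II-IV-like class alone Het vs WT was 0.17 (threshold lost) for Bcl11b. On the scale of counts per 10000 plus 1, which shrinks changes of genes with few counts by its construction, the values were -0.31 and -0.62 for Gatad2b, 0.27 and 0.55 for Cdk2ap1 in Het vs WT and KO vs WT, and 0.51 for Bcl11b in layer V-VI-like cells in KO vs WT.

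With 1 embryo left out, the lowest and highest log2 fold changes of genes that crossed the threshold or changed sign in at least 1 case were: Cdk2ap1 over all cells in Het vs WT 0.54 to 0.76, Bcl11b in layer V-VI-like cells in Het vs WT 0.17 to 0.27, Lmo4 in layer II-IV-like cells in Het vs WT -0.45 to -0.25, Pou3f2 in subventricular zone-like cells in Het vs WT -0.41 to -0.32 and Bcl11b in subventricular zone-like cells in Het vs WT -0.097 to 0.086. The embryos whose absence changes these calls are named at the claims for Cdk2ap1, Bcl11b in layer V-VI-like cells, Lmo4 and Pou3f2. For Bcl11b in subventricular zone-like cells in Het vs WT the sign changed without WT replicate 3 (-0.097), Het replicate 3 (-0.046) and Het replicate 4 (-0.024).

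Counts with 1 embryo left out went over 74 to 1829 called genes over all cells in Het vs WT, 528 to 1060 in KO vs Het, 714 to 5740 calls by class in Het vs WT, 383 to 809 dosage-sensitive calls, 11 to 41 listed genes called in Het vs WT and 3 to 8 classes that do not overlap between KO and WT. KO vs Het fell to 528 called genes without KO replicate 2 and 593 without KO replicate 3. The classes that do not overlap were 8 without WT replicate 2 and 5 without KO replicate 2 or KO replicate 3, where fewer embryos leave more room for separation by chance. Ranges of differences of shares whose sign changed were -0.0809 to 0.386 for the radial glia-like share in Het vs WT, -0.871 to 0.492 for the interneuron-like share in Het vs WT, -2.55 to 1.07 for the inhibitory share of neurons in Het vs WT, -3.51 to 0.503 for the inhibitory share of neurons in KO vs WT and -0.389 to 0.0428 for the inhibitory share of neurons in the trend (r). In KO vs WT the inhibitory share changed sign without WT replicate 3 (0.119) and KO replicate 1 (0.503).

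Shares in KO vs WT, with 3 embryos against 3, had no p below 0.1, so leaving out embryos says nothing on their threshold. The number of classes past the threshold in Het vs WT has no value with 1 WT or Het embryo left out, where no p can pass. Gatad2b over all cells stayed past its threshold in every setting with a test, from -0.57 to -0.49 in Het vs WT and -1.38 to -1.26 in KO vs WT on the fitted scale.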

Differences from the paper's values

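All alternatives named in this part were set before the data were examined unless stated. The paper names MAST, a test on cells, within clusters and a pseudo-bulk approach over all cells, without stating its replicates, and the tests here took embryos as replicates. Its counts, fold changes and shares are from its own clusters, and the classes here were named from markers and can be wider or narrower.

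The median UMIs per cell were 7011 in the paper and 13874 in the cells kept here, and the gap stayed under removal of doublets, at least 3000 UMIs and at most 5% mitochondrial UMIs. Over all cells in Het vs WT, the paper's count of changed genes was 44 and the count here 525. Only the library prefix as a covariate gave a count within 1.5 times the paper's. Most of the 44 genes were not called in that fit, so the nearness of the counts does not explain the gap. The fold-change threshold was also applied on unlike scales, since the paper's values match a scale, given below, that shrinks genes with few counts. The part of the gap due to the scale was not tested. By class in Het vs WT, the paper's counts were 251 calls, 172 unique genes and 43 genes in several clusters, and those here 1975, 1487 and 348. For genes in several classes the prefix as a covariate gave a number within 1.5 times the paper's count, and whether the genes were the same was not compared. For the calls no alternative came within it. For unique genes the prefix as a covariate gave 404 and DESeq2 1560, neither within it, and no other alternative was compared. The paper's count of dosage-sensitive genes was 49, against 606 here. As pairs of gene and cluster or class, the counts were 71 in the paper and 714 here. The alternatives gave 274 to 1345 such calls, and none closed that gap. Unique dosage-sensitive genes were not compared under the alternatives.

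Log2 fold changes in the paper match those here on the scale of counts per 10000 plus 1, with a median ratio of 1.00 over the 44 genes (from 0.817 to 1.17). That scale was found after the values had been seen. For Bcl11b in layer V-VI-like cells, the paper's values, for its cluster 3 alone, were 0.35 in Het vs WT and 0.8 in KO vs WT. Those here, for the wider class, were 0.17 and 0.51 on that scale, and 0.22 and 0.63 from edgeR. For Pou3f2 in subventricular zone-like cells in Het vs WT, the paper's value was -0.283 and the value here -0.37 on that scale (-0.37 from edgeR). For Mki67 in ganglionic eminence-like cells in Het vs WT, the paper's value was 0.557 and the value here -0.18 on that scale (-0.11 from edgeR). A log2 value counts as different here when it lies more than 1 standard error away, and by that rule removal of doublets, stricter UMI and mitochondrial limits and each embryo left out kept all 4 differences. Within 1.5 times the paper's were Pou3f2 itself, with -0.34 without WT replicate 1, and Bcl11b in KO vs WT without WT replicate 1 (0.56) or KO replicate 1 (0.54).

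Shares of cells are percent of the paper's 62921 cells and of the 65779 cells kept here. For each, the alternatives that are not named left the gap. For endothelial-like cells in WT the paper's share was 0.92% and the share here 0.572%, with 0.788% without integration, 0.762% at resolution 0.8, 0.726% without erythroid, choroid plexus, pericyte and unnamed clusters in the denominator, and 0.624% without WT replicate 1, each within 1.5 times the paper's. In Het they were 0.63% in the paper and 1.76% here, carried by Het replicate 3, with 0.314% without it. For ganglionic eminence-like cells in WT the paper's share was 7.44% and the share here 2.01%, with 9.14% without integration. For layer II-IV-like cells in KO they were 14.92% in the paper and 24.3% here, with 17.3% at resolution 0.8. For layer V-VI-like cells the paper's shares, summed over its clusters of these layers, were 28.7% in WT, 34.76% in Het and 37.19% in KO, and those here 17.3%, 19.7% and 20.0%. At least 3000 UMIs gave 19.7% in WT and the smaller denominator 21.9% in WT and 23.8% in Het, within 1.5 times the paper's, and no alternative closed the gap in KO. For radial glia-like cells the paper's shares were 4.34%, 5.72% and 6.66%, and those here 2.05%, 2.20% and 2.99%. Within 1.5 times the paper's were 3.59% without integration and 3.27% at resolution 0.8 in WT, and 5.46% in Het and 5.89% in KO with the tested genes kept among the variable genes. For subventricular zone-like cells in WT the share here was 2.75%, within 1.5 times the 3.23% of the paper's cluster 10, on which its statement rests. The sum with its migratory cluster 16, 4.32%, lay further away, and within 1.5 times of that sum were 3.15% at 3000 UMIs, 3.07% at 5% mitochondrial UMIs, 3.12% with the tested genes kept and 3.49% with the smaller denominator.

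Several statements of the text differ as well. The paper states a lower share of ganglionic eminence cells in the mutants. The class here is a single cluster led by replication genes, so that the paper's cluster can hold other cells and the opposite direction need not concern the same cells. Its share here rose from WT to Het to KO and was higher in Het than in WT in every alternative run, by 0.719 to 2.104 points. The unnamed cluster 12, led by genes of mitosis, did not rise, with 3.06%, 2.69% and 3.07% in WT, Het and KO. A class that also counts cluster 12 was not among the alternatives. The paper states fewer interneurons in Het, and here the difference over the whole class was -0.0694 points (exact permutation p = 0.971). Its direction was opposite at 3000 UMIs, at 5% mitochondrial UMIs, at resolution 0.8, within the prefix of the WT embryos and without WT replicate 3, Het replicate 1 or Het replicate 3. With cluster 14 counted, chosen after the shares had been seen, it was -0.935 points. The paper's significant falls were in part of its interneuron clusters, and its largest was higher in Het, while the class here pools its clusters. The unnamed low-UMI clusters 14 and 16 held 3.46% and 4.26% in WT and 2.60% and 1.65% in Het, with 3.97% and 3.30% in Het replicate 4. They were not matched to the paper's clusters. The paper states more radial glia and more subventricular zone cells in Het. Here the exact permutation p was 0.571 for radial glia-like cells and 0.0857 for subventricular zone-like cells, in the paper's direction for both, and in the opposite direction for radial glia-like cells without integration, at resolution 0.8, with the tested genes kept and without WT replicate 1.

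The text states that Lmo4 rises in Het, and here it fell in layer II-IV-like cells by 0.37 (adjusted p = 0.0535) and in layer V-VI-like cells by 0.18 (adjusted p = 0.367), as it does in the paper's own table. The text states that Mki67 rises in ganglionic eminence cells, and here no setting called it; it rose with the prefix as a covariate, by 0.023. The paper reports changed genes in every large cluster, and here edgeR called 0 genes in interneuron-like cells in Het vs WT, with 1729 at an unadjusted p under 0.05, and DESeq2 called 54. Without a filter on low counts edgeR called 27 there, and without Het replicate 4 it called 343, and it also called some with the replicate number as a block. Most genes changed over all cells fall in the paper, and here 47.0% of them fell. The share was over 50% with no filter on low counts, the prefix as a covariate, the replicate number as a block, only the 2 groups compared, and without WT replicate 1, WT replicate 3 or Het replicate 4. Cdkn1c and Chl1, which the paper lists as changed in interneurons in Het, were not called by edgeR at an adjusted p of 0.204 and 0.284, and Cdkn1c was called by DESeq2, without a filter on low counts, with the replicate number as a block and without Het replicate 4. Robo1 and Frmd4a, dosage-sensitive in the paper, missed the criterion here in KO vs Het, at 0.20 (adjusted p = 0.0809) and -0.23 (adjusted p = 0.0108). Both were called in KO vs Het at resolution 0.8 and in cluster 1 of layer II-IV-like cells, an alternative chosen after the data had been seen. In cluster 0 alone Robo1 was past the threshold neither in Het vs WT, at 0.21 (adjusted p = 0.225), nor in KO vs WT, at 0.25 (adjusted p = 0.0912). Bcl11b in layer V-VI-like cells in Het vs WT was below the fold-change threshold, and above it without WT replicate 1 (0.27). Sox5, Arpp21 and Grin2b were not called in layer V-VI-like cells in Het vs WT, at 0.24 (adjusted p = 0.214), -0.22 (adjusted p = 0.118) and -0.26 (adjusted p = 0.0633). Arpp21 was called there without Het replicate 4 and with the replicate number as a block, as was Grin2b, which was also called by DESeq2 and without a filter on low counts. No setting called Sox5 there or Chl1 in interneuron-like cells.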

Other observations

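The tests of the library prefix, of the sex of the embryos, of choroid plexus RNA, of reads shared between paralogs and of the counts of WT replicate 3 were chosen only after the result was seen, and those on splits of the embryos, on the number of mutant alleles and on X-linked genes before.

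In Het vs WT, 2 of the 35 splits of these 7 embryos into 3 and 4 gave a result as large, the real one included. This holds for the 525 genes called over all cells, for the 44 listed genes and for the calls by class. By that share alone, chance is not excluded. In each case the other split set Het replicate 4 with the 3 WT embryos, which follows the library prefix, with 1462 genes over all cells, 35 of the 44 genes and 4746 calls by class. With the prefix as a covariate the values were 41, 4 and 436. Every remaining split gave at most 6 genes over all cells, 0 of the 44 genes and at most 299 calls by class. Where genotypes differ, splits that mix them widen the spread within groups, so these low counts add little to the share of splits. A difference between the libraries of the 2 prefixes stays open. In KO vs WT 1 of 10 splits gave a result as large, the real one, with 4326 genes over all cells and 16439 calls by class. Every other split gave 0 genes over all cells and at most 6 calls by class. With 3 embryos against 3 the share of splits cannot go below 0.1, so it alone does not exclude chance. The low counts of the other splits add little to it for the same reason, and the prefix, which follows the same split, stays open. In KO vs Het, over all cells and by class, 1 of 35 splits gave a result as large, the real one, which makes chance unlikely. For dosage-sensitive genes 1 of 25 regroupings of the 10 embryos gave a result as large, the real one, which makes chance unlikely. These shares are the smallest that the splits and regroupings allow, and they were not adjusted over the tests. The 25 were drawn from the 4200 assignments. A regrouping that follows the prefix need not be among them, so the prefix stays open here.

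2 explanations of the changes in Het vs WT stay open together. If the prefix were a cause, Het replicates 1 to 3 minus Het replicate 4 should follow KO minus WT across genes, and r was 0.162. It was -0.222, 0.0429 and -0.0151 with Het replicate 1, 2 or 3 in place of Het replicate 4, and -0.0497 to 0.0450 in simulated unchanged groups. The simulations draw each gene on its own, without shifts of many genes together in 1 embryo, so their range can be too narrow. Het replicate 1 shares its prefix with Het replicates 2 and 3 and gave a value larger in size, so 0.162 alone does not show an effect of the prefix. If the number of mutant Gatad2b alleles were a cause, Het replicate 4 minus WT should follow KO minus Het replicates 1 to 3, each within 1 prefix. There r was 0.418, against -0.0359 to 0.0760 in simulated unchanged groups, a range with the same limit. Both may contribute. Over the 4326 genes called in KO vs WT, the median position between WT (0) and KO (1) was 0.636, 0.499, 0.502 and 0.308 in Het replicates 1 to 4. A lower effect of the mutation in Het replicate 4 alone could not be separated from the prefix and was not tested. The sex of the embryos was not tested for these genes, and Het replicates 1, 3 and 4 all had Xist, so that it does not set Het replicate 4 apart from the other 2.

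For the 44 listed genes, Het vs WT with the prefix as a covariate rests on Het replicate 4 alone, so lost calls by themselves cannot show a difference between the libraries. The median absolute log2 fold change was 0.13 there, against 0.39 without the covariate. A difference between the libraries of the 2 prefixes may therefore explain part of their change. Het replicate 4 was the Het embryo nearest to WT for 33 of them, with a median of 29.2% of the change of the other Het embryos. The allele number stays open, since all 44 had the list's sign in Het vs WT and a larger change in KO vs WT.

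For the higher subventricular zone-like share, the prefix as the whole cause is argued against by Het replicate 4, above every WT embryo, and by KO minus Het replicates 1 to 3, 1.79 points without overlap, where chance separates 10%. The sex of the embryos as the whole cause is argued against by KO minus the Het embryos with Xist, 1.51 points without overlap, and by Het replicate 2 (3.35%) above WT replicate 1 (2.73%), both with Y-linked UMIs. The size of the difference depends on the clustering, so that more of these cells with each mutant allele is a hypothesis.

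Genes of the choroid plexus were lower in Het and KO, and Ttr was 949 times as high in the highest as in the lowest WT embryo (1791, 108 and 1.89 CPM, without TMM normalization). Choroid plexus cells or their RNA in some WT libraries are a candidate source of this difference, and no biological explanation was tested.

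Gatad2a rose in KO vs WT by a log2 fold change of 0.45 while Gatad2b fell by 1.32, which argues against reads shared between these paralogs. The library prefix was covered by the covariate fit, with 0.60 (adjusted p = 0.00133) for Gatad2a within a range of 3.12e-11 to 0.00133 over the alternatives. A rise of Gatad2a with the loss of Gatad2b is a hypothesis, and the mean over classes with equal weight was 0.21.

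WT replicate 3 had 14 UMIs of Xist and 19 of the Y-linked genes, where the other embryos had at least 12554 of one of them. Too few counts are argued against by its total of 96931714 UMIs. The X-linked genes Kdm6a, Kdm5c and Ddx3x, which have a higher dose in females, had 20.7, 35.7 and 121 CPM without TMM normalization in it, and 3 of 3 lay below every embryo with Xist, so that 1 X chromosome and no Y chromosome is a candidate explanation. Of the other embryos, WT replicate 1 and Het replicate 2 had Y-linked UMIs and the rest Xist, all 3 KO embryos among them, so that genotype and sex are partly mixed.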
